# Hydrogen cyanamide breaks grapevine bud dormancy in the summer through transient activation of gene expression and accumulation of reactive oxygen and nitrogen species

**DOI:** 10.1186/s12870-016-0889-y

**Published:** 2016-09-15

**Authors:** Boonyawat Sudawan, Chih-Sheng Chang, Hsiu-fung Chao, Maurice S. B. Ku, Yung-fu Yen

**Keywords:** Hydrogen cyanamide, ROS, Dormancy breaking buds, Grapevines, Gene ontology

## Abstract

**Background:**

Hydrogen cyanamide (HC) and pruning (P) have frequently been used to break dormancy in grapevine floral buds. However, the exact underlying mechanism remains elusive. This study aimed to address the early mode of action of these treatments on accumulation of reactive oxygen species (ROS) and reactive nitrogen species (RNS) and expression of related genes in the dormancy breaking buds of grapevine in the summer.

**Results:**

The budbreak rates induced by pruning (P), hydrogen cyanamide (HC), pruning plus hydrogen cyanamide (PHC) and water (control) after 8 days were 33, 53, 95, and 0 %, respectively. Clearly, HC was more effective in stimulating grapevine budbreak and P further enhanced its potency. In situ staining of longitudinal bud sections after 12 h of treatments detected high levels of ROS and nitric oxide (NO) accumulated in the buds treated with PHC, compared with HC or P alone. The amounts of ROS and NO accumulated were highly correlated with the rates of budbreak among these treatments, highlighting the importance of a rapid, transient accumulation of sublethal levels of ROS and RNS in dormancy breaking. Microarray analysis revealed specific alterations in gene expression in dormancy breaking buds induced by P, HC and PHC after 24 h of treatment. Relative to control, PHC altered the expression of the largest number of genes, while P affected the expression of the least number of genes. PHC also exerted a greater intensity in transcriptional activation of these genes. Gene ontology (GO) analysis suggests that alteration in expression of ROS related genes is the major factor responsible for budbreak. qRT-PCR analysis revealed the transient expression dynamics of 12 specific genes related to ROS generation and scavenge during the 48 h treatment with PHC.

**Conclusion:**

Our results suggest that rapid accumulation of ROS and NO at early stage is important for dormancy release in grapevine in the summer, and the identification of the commonly expressed specific genes among the treatments allowed the construction of the signal transduction pathway related to ROS/RNS metabolism during dormancy release. The rapid accumulation of a sublethal level of ROS/RNS subsequently induces cell wall loosening and expansion for bud sprouting.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0889-y) contains supplementary material, which is available to authorized users.

## Background

Grapevine is a perennial crop in temperate climates and perceives short day petoperiod and cool temperatures as signals to onset bud endodromancy to survive winter conditions; subsequently it requires exposure to adequate chilling temperatures for several weeks (or months) to end the dormancy [1–3]. Endodormancy is regulated by the physiological factors inside the affected buds [3, 4]. Abascisic acid (ABA) accumulates during the development of endodormancy in grapevine by suppression of bud meristem activity and its degradation is critical for dormancy release [5]. Furthermore, ethylene is suggested to participate in the degradation of ABA and budbreak by modulating the expression of ABA signaling regulators [5, 6]. Grapevine grown in subtropical regions often exhibits non-uniform or delayed budbreak in early spring due to warm winter that provides inadequate chilling. This represents a major obstacle for the commercial production of table grapes. Hydrogen cyanamide (H_2_CN_2_, HC) has been found very effective for breaking the dormancy of floral buds in grapevine [7–9], kiwifruit [10] and apple [11, 12]. In subtropical regions, HC treatment on intact dormant buds in spring is an important grapevine orchard management practice to induce uniform budbreak. In Taiwan, a subtropical region, this treatment is also a common practice in mid-summer for the second grapevine harvest in the winter, where paradormant buds on the pruned canes can be treated with HC to ensure effective budbreak. Paradormancy in the latent buds in the summer is regulated by plant growth regulators originating from other organs, such as auxin from the apical meristem, affecting apical dormancy [3, 4]. Few studies have been focused on the mechanism of paradormancy and its release by HC. An understanding of the biochemical and molecular bases underlying the release of dormancy by HC is critical for commercial production of grapes in subtropical and tropical regions.

HC is commonly used as a nitrogen fertilizer with herbicidal and fungicidal effects. It is readily taken up by plant tissues and rapidly decomposed by cyanamide hydratase to urea, followed by urease to ammonium [13]. Rapid detoxification of the highly toxic ammonia is achieved by the GOGAT pathway to produce arginine, histadine and lysine. However, cyanamide is also a very reactive substance and belongs to the classic nitriles. Nitrile hydratases metabolize nitriles to the corresponding amides glutamine and asparagine. However, at high concentrations it is toxic to plants when the enzymatic breakdown of cyanamide exceeds the ammonia detoxification capacity. Cyanamide is well known for its effect to break dormant buds of fruit trees. The most dramatic physiological effect of cyanamide to plants is its strong inhibition of catalase, caused by the reaction of the nitrile group with the thiols and haematin of the enzyme, and the subsequent increase in H_2_O_2_ content [13]. After HC application, cyanide (CN) is released and breaks dormant flower buds in *Prunus* species [14]. Cyanide is also a co-product of cyanogenic glucoside hydrolysis [6, 15, 16]. Cyanide is toxic to plants by arresting aerobic respiration (e.g. cellular hypoxia) and energy production. Consequently, a shift to anaerobic respiration is induced.

Plants respond to HC or potassium cyanide (KCN, respiration inhibitor) by eliciting the reactive oxygen species (ROS) such as H_2_O_2_, as shown in sunflower seeds [15, 17] and in grapevine buds [15, 18]. Hypoxia (8 % O_2_), and two inhibitors of respiration (e.g. KCN and sodium nitroprusside) also triggers the production of H_2_O_2_ and ethylene, which in turn activates the antioxidant systems in grapevine buds through the mediation of the these signaling molecules [19]. Consistently, during germination the seeds develop an anaerobic condition after imbibition due to the rapid consumption of O_2_ and the barrier imposed by the seed coat for gas exchanges, and the depletion of O_2_ in seeds is accompanied by an increase in H_2_O_2_ and NO levels [20]. Taken together, these results suggest that hypoxia maybe the primary cause that induces budbreak and the increased levels of ROS and NO are the secondary products produced in response to hypoxia. A general model accounting for the major events occurring during artificially induced bud dormancy release has been proposed [5, 7, 19, 21]. In this model, upon HC treatment a respiratory disturbance in mitochondria leads to a transient oxidative stress expressed as an increased level of ROS, decreased activity of TCA cycle and decreased production of ATP and increased production of ethylene. To cope with energy crisis, alternative respiratory pathway, glycolysis, pyruvate metabolism and anaerobic respiration or fermentation is induced. In parallel, various antioxidant systems are upregulated to cope with the transient oxidative burst. However, the underlying mechanism leading to growth resumption remains elusive.

ROS are known to play a key role in cell wall loosening in growing tissues [22, 23] and act as signalling molecules in signal transduction in cells, regulating plant growth and development in response to biotic and abiotic stimuli [24, 25]. In plant cells, ROS production is regulated spatially and temporally from many sources and ROS reactivities take place in various cellular components, such as chloroplast, mitochondria, peroxisome, endoplasmic reticulum, apoplast, plasma membrane and cell wall [24, 26–28], with mitochondria as the major source of ROS production [29, 30]. Accumulation of endogenous ROS in plants can be triggered by many environmental stresses, such as water deficit and salinity [31] and chilling stress [32], especially under high light or in combination with other stresses. Generation of ROS can be catalysed by many enzymes, such as glucose oxidase, xanthine oxidase, peroxidases, oxalate oxidases, amine oxidase, lipoxygenases, quinine reductases and NADPH oxidases [24, 33].

Membrane-bound NADPH oxidases, known as respiratory burst oxidase homologues (RBOHs), serve as important molecular ‘hubs’ during ROS mediated signalling in plants [33]. NADPH oxidases control plant growth and development by making ROS that regulate plant cell expansion through the activation of Ca^2+^ [34], integrating calcium signalling and protein phosphorylation with increasing ROS production [25]. Also, the bioreactive lipoxygenase (LOX) metabolites stimulate the activity of NADPH oxidases and production of ROS [35]. The major bulk of lipoxygenases (LOXs) is localized in the cytoplasm and vacuole of the plant cell [36]. Expression of *LOX* is regulated by different forms of stress, such as wounding, water deficiency [37, 38], or pathogen attack [39]. Thus, NADPH oxidases have a dedicated function of generating ROS and act as key signalling nodes integrating multiple signal transduction pathways in plants [40, 41].

ROS in the form of H_2_O_2_ is moderately reactive and relatively long-lived that can pass freely through membranes by diffusion and acts as a messenger in the stress signalling response [42, 43]. H_2_O_2_ upregulates transcription factors (TFs) and TF-interacting proteins, affecting cell division, stem branching, flowering time and flower development [44]. The gaseous nitrogen reactive species (NRS) NO may serve as an enhancer in the ROS generation network [45, 46]. As a key signalling molecule, NO functions in different intercellular processes, including the expression of defense-related genes against pathogens and apoptosis/program cell death (PCD), maturation and senescence, stomatal closure, dormancy release during seed germination, root development and induction of ethylene emission. Recent studies showed that NO can be produced in plants by enzymatic and non-enzymetic systems. The major NO-producing enzymes in plants are nitrate reductase in a NADH-dependent reaction and several arginine-dependent nitric oxide synthase-like (NOS) activities in different cellular compartments [20, 47]. Other potential enzymatic sources of NO include NO synthase, xanthine oxidoreductase, peroxidase, cytochrome P450, and some hemeproteins.

To control ROS levels under oxidative stress, organisms induce a variety of antioxidant enzymes and compounds to scavenge ROS and RNS in the cells. Within a cell, the superoxide dismutases (SODs) in various cellular organelles constitute the first line of defense against ROS [48]. Other defense enzymes, including catalase (CAT), ascorbate peroxidase (APX), guaiacol peroxidase (GPX), glutathione reductase (GR), monodehydroascorbate reductase (MDHAR), and dehydroascorbate reductase (DHAR), protect their cellular constituents by scavenging the harmful ROS and thus maintaining the normal cellular redox state [49]. The antioxidant compounds ascorbate and glutathione serve as cofactors in some of these scavenging reactions. Earlier studies showed that HC inhibits grapevine bud catalase gene expression during the first 4 days of treatment, but induces transcripts for the enzymes pyruvate decarboxylase (*PDC*) and alcohol dehydrogenase (*ADH*) [50]. In grapevine buds, HC also upregulates oxidative stress-related genes, such as thioredoxin h (*Trxh*), glutathione S-transferase (*GST*), ascorbate peroxidase (*APX*), glutathione reductase (*GR*), and hypoxia related genes, such as sucrose synthase (*SuSy*) [51, 52]. After exposure to HC, peroxidase activity in a number of plants is increased. Peroxidases utilize different organic electron donors to reduce H_2_O_2_. Natural chilling also leads to similar induction of these genes during the last stage of the dormancy cycle of grape buds [53]. Class 1 nonsymbiotic hemoglobin is involved in scavenging of NO [20, 54–57]. Its expression is increased during hypoxic stress, application of respiratory chain inhibitors (e.g. cyanide) and high level of nitrate.

Accumulation of excessive ROS (e.g. H_2_O_2_) and RNS (e.g., NO) in turn induces the activation of alternative electron-transport pathway to prevent accumulation of excessive ROS, and the expression of alternative oxidase gene (*AOX1a*) is also known to respond to various stresses in plants [58]. The expression of *AOX1* affects both ROS and RNS generation and accumulation through the respiratory chain in mitochondria [59–61]. Expression of *AOX* is up-regulated in grapevine buds by HC treatment [7], but HC treatment increased H_2_O_2_ production in grapevine buds [18]. Clearly, a complicate regulatory network controlling ROS metabolism exists in plant cells. Moreover, as many genes exist in a gene family whether all members in the family are affected by the same stimuli is not known. Thus, how HC exactly affects the ROS regulatory network during grapevine dormancy release remains unclear.

To gain a better understanding of the underlying mechanism of the release of paradormancy in the summer grapevine buds by P and HC, this study aimed to follow the changes of endogenous ROS and NO levels in the intact dormancy breaking buds by cytochemical staining and identify the candidate genes being significantly altered by microarray analysis. GO categories that are related to ROS-generating, ROS-scavenging, and NO detoxification were identified as key early factors in grapevine dormant bud break. The expression dynamics of these factors during the early stages of budbreak support the importance of a rapid accumulation of ROS and RNS with a concomitant activation of related genes for budbreak.

## Results

### Budbreak rate

After 8 days, the budbreak rates of dormant grapevine buds treated with P (pruning), HC (1 % or 12.5 mM hydrogen cyanamide), PHC (P + HC) and water (as a control) were 33.3, 53.3, 95.3 and 0 %, respectively (Fig. 1a). Obviously, HC alone was more effective in promoting dormant budbreak than P. The effect of HC on breaking dormant buds was further enhanced by P. A combined P and HC (PHC) treatment gave rise to the highest dormant budbreak, showing a synergetic interaction between P and HC. During the treatment with PHC, the breaking buds enlarged and sprouted rapidly between 96 and 192 h (Fig. 1b). Anatomical examination before and after PHC treatment showed an active growth resumption of floral meristem starting at 12 h (Fig. 1C-c). Four to five leaf primordia were visible at 12 h and the inflorescence meristem began to develop at 48 h (Fig. 1C-e), and the inflorescence primodia became well developed with complete floral meristem at 96 h post treatment (Fig. 1C-f).

**Fig. 1:**
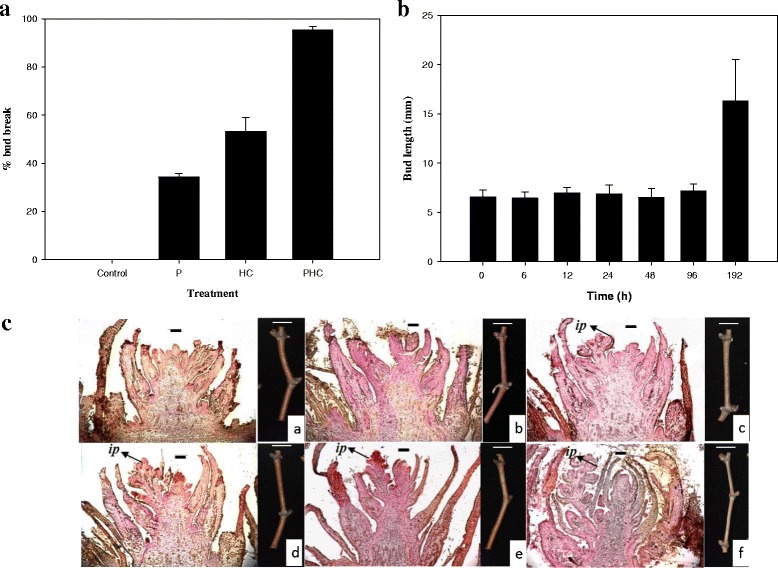
Morphological and anatomical changes in grapevine buds during dormancy break. Percentages of budbreak after 192 h of treatment with P, HC, PHC, or water as a control (*n* = 10, bar: standard deviation) (**A**). Changes in bud length after PHC treatment at 0, 6, 12, 24, 48, 96 and 192 h (*n* = 10, bar: standard error) (**B**). Longitudinal sections of grapevine floral bud development during release of dormancy after PHC treatment: (a) 0 h, (b) 6 h, (c) 12 h, (d) 24 h, (e) 48 h and (f) 96 h. *ip*: inflorescence primordium (**C**). Bar: 200 μm

### In situ detection of H_2_O_2,_ O_2_^•-^ and NO

The accumulation of H_2_O_2_ in the grapevine buds during the treatments was first quantitatively determined by measuring the Fe-H_2_O_2_ complex in the buds [62]. For all four treatments, H_2_O_2_ increased rapidly and almost linearly, reaching its maximum level after 12 h and decreased slightly thereafter (Fig. 2), and the averaged amounts on a fresh weight basis were 1.38, 12.24, 22.06, and 29.31 μg/g for the control, P, HC, and PHC treatments, respectively. The accumulation of H_2_O_2_, O_2_^•-^ and NO was subsequently examined by staining in situ in the bud longitudinal sections after 12 h of treatment. A similar pattern of accumulation among these treatments for H_2_O_2,_ O_2_^•-^ and NO was also observed, with the highest levels detected in the PHC treated buds and the lowest levels in the control buds. When the sections were incubated with specific scavengers of ROS or inhibitor of NO, no staining occurred, showing a low background as in the control sections. The results confirmed the specificity of the in situ staining of these reactive species. Thus, H_2_O_2,_ O_2_^•-^ and NO significantly accumulated in the sections of buds treated with PHC, followed by HC and P (Fig. 3). The results suggest that intensive H_2_O_2,_ O_2_^•-^ and NO production took place in the treated dormant buds at the early stage of budbreak. These levels are positively correlated with the percentages of budbreak (Fig. 1a).

**Fig. 2:**
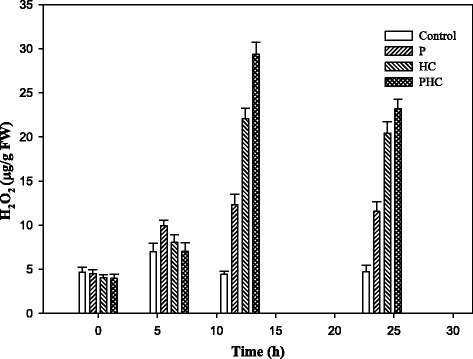
Levels of H_2_O_2_ in the control, P, HC and PHC treated buds. Hydroperoxide was assayed by the ferric-xylenol orange (Fe-XO) complex [62]. After incubation in the dark for 30 min, the absorbance was read at 560 nm with 100 μM xylenol orange as blank

**Fig. 3:**
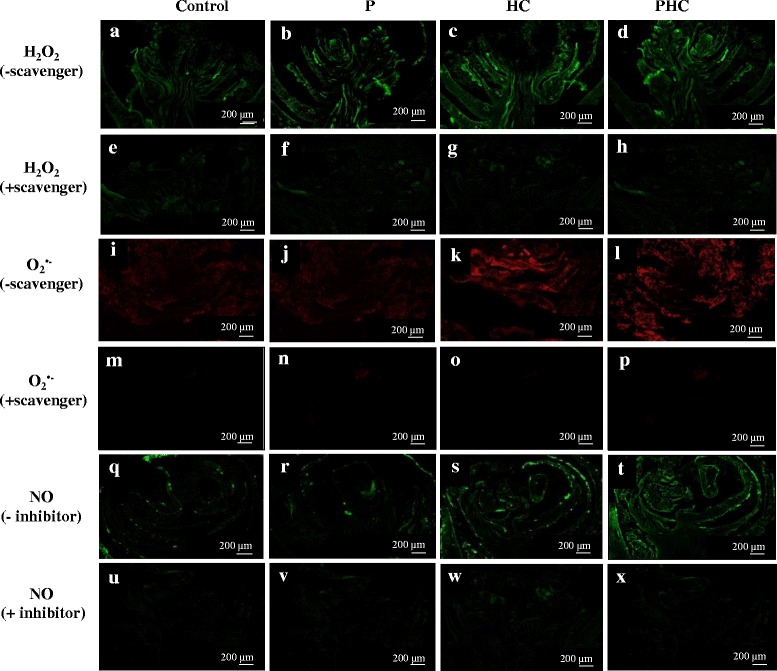
In situ detection of H_2_O_2,_ O_2_^•-^ and NO at early stages of grapevine budbreak. Visualization of H_2_O_2_ by fluorescence microscopy using DCF-DA assay in grapevine bud sections after 12 h of treatment: H_2_O as a control (**a**), P (**b**), HC (**c**) and PHC (**d**). For negative control, grapevine bud sections were incubated with 1 mM sodium pyruvate, an H_2_O_2_ scavenger: control (**e**), P (**f**), HC (**g**) and PHC (**h**). Visualization of O_2_^•-^ by reaction with 10 μM dihydroethidium (DHE) in grapevine bud sections: control (**i**), P (**j**), HC (**k**) and PHC (**l**). For negative control, grapevine bud sections were incubated in 1 mM tetramethylpiperdinooxy, an O_2_^•-^ scavenger: control (**m**), P (**n**), HC (**o**) and PHC (**p**). Visualization of nitric oxide (NO) by DAF-2DA assay in grapevine bud sections: control (**q**), P (**r**), HC (**s**) and PHC (**t**). For negative control, grapevine bud sections were incubated in 10 μM carboxy-PTIO, an NO inhibitor: control (**u**), P (**v**), HC (**w**) and PHC (**x**). Bar: 200 μm

### Microarray analysis of differentially expressed genes (DEGs) and clustering of expressed genes

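Transcript abundance was measured in grapevine buds 24 h after pruning (P), after hydrogen cyanamide (HC), a chemical used to break bud dormancy and applied at 1%, or after both (PHC), with 3 arrays per treatment and 9 arrays in all. The sample labels describe the HC canes as pruned and the paper describes them as not pruned, and the arrays were grouped as the paper describes them. On every array, RNA of treated buds was labeled with Cy5 and RNA of water-treated control buds with Cy3, and the dyes were exchanged on 0 arrays, so a dye effect of a probe remains in its ratio. The custom Agilent array held 30128 grapevine probes beside 1264 positive and 153 negative control features. The authors had extracted the signals with Feature Extraction, subtracted a background value from each spot, which the deposited background columns hold, and applied rank-consistent LOWESS dye normalization. The value used for each probe was the resulting log2 ratio of Cy5 to Cy3. It was exactly 0 for 3.17 to 5.90% of the probes of an array, none of them well above background in both channels. A probe was tested where it was well above background in either channel on all 3 arrays of at least 1 treatment, and 26395 probes met this. The median Cy3 signal per array was 135 to 271 over a background of 27.7 to 32.3, and the median Cy5 signal was 234 to 975 over a background of 61.7 to 67.6. The mean log2 ratio of each treatment was tested against 0 with limma in a single fit over the 9 arrays, with no term for the replicate number. A probe was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The paper describes 3 randomized complete blocks, and each of the 9 arrays deviated most like an array of its own replicate number. A fit with a block for that number, tried as an alternative, called more probes after each treatment, such as 818 higher after P against 725. Genes were named from the paper's additional files, which pair 439 probes with a name, and otherwise from the description of the Arabidopsis homolog in the array annotation, which 6981 probes carry. The files give no slide and no scan date, nothing in them shows whether the 3 replicates came from separate vines, and the number of arrays limits the precision of every value.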

To gain insights into the early mode of molecular action during grapevine budbreak transcriptomic profiles in buds treated with P, HC and PHC for 24 h were examined by microarray using Agilent 44 K Gene Expression Array with specific probes for grapevine genes. An earlier time course study showed that the numbers of up- and down-regulated genes in grapevine buds treated with HC reached the peak around 24 h post-treatment [7]. Clustering of the expressed genes into functional categories in the buds treated with P, HC, and PHC were based on GenSpring analysis, and the changes in transcript abundance were identified by M/A plot. 

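Between 22.9 and 30.1% of the tested probes had at least a 2-fold ratio on a PHC array, against 13.0 to 22.7% on an HC array and 3.96 to 7.44% on a P array. Among named genes well above background in both channels on at least 2 of the 3 arrays, the largest rise after P was that of a beta-amyrin 28-oxidase-like gene (GSVIVT00016986001), a cytochrome P450 of triterpene synthesis, with a log2 change of 4.29 ± 0.29 (SD, n = 3), which did not pass the test when any P array was left out. After HC, it was that of dirigent protein 22 (GSVIVT00024744001), of the family that guides lignan coupling, with 6.89 ± 1.09 (SD, n = 3). After PHC, it was that of a proline-rich protein-like gene (GSVIVT00009622001) of the cell wall, with 5.78 ± 0.72 (SD, n = 3). An acidic endochitinase (GSVIVT00026960001), of a family that degrades chitin, had the largest fall among these genes after each treatment, with log2 changes of -3.73 ± 2.06 after P, -5.34 ± 1.38 after HC and -5.40 ± 2.12 after PHC (SD, n = 3). With normexp and loess its changes were -2.82, -3.00 and -3.36, of which those after P and HC did not pass the test, and the fall after P did not pass without P replicate 2 (-3.03), P replicate 3 (-3.25) or PHC replicate 3 (adjusted p = 0.0515). The standard deviation of the log2 ratios over the tested probes of an array was 1.04 ± 0.0665 after PHC, 0.861 ± 0.0948 after HC and 0.541 ± 0.0666 after P (mean and SD over 3 arrays). All PHC and all HC arrays lay above all P arrays, with a 2-sided exact permutation p of 0.1 for either comparison, the smallest that 3 arrays against 3 allow, and the PHC and HC arrays overlapped (difference 0.180, exact permutation p = 0.2), although within each replicate number the PHC array lay above the HC array (1.06 against 0.823, 0.968 against 0.790 and 1.10 against 0.968).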

A larger distribution of transcript abundance was found in the buds treated with PHC, followed by HC and P (Additional file 1), consistent with its strong potency on dormancy release. However, it must be pointed out that transcriptional activation of some genes that occurred within 24 h of treatment may have not been identified.

### Identification of common differentially expressed genes (DEGs) among treatments

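After P, 725 probes were higher and 151 were lower than in control buds, after HC 1362 were higher and 1254 lower, and after PHC 3552 were higher and 3083 lower. Genes that rose after P included polygalacturonase At1g48100 (GSVIVT00002737001), which cleaves pectin, with a log2 change of 3.21 ± 0.53, and aspartic proteinase nepenthesin-1 (GSVIVT00015118001) with 3.69 ± 0.83 (SD, n = 3). EMB-1-like (GSVIVT00029315001), of the embryogenesis-abundant proteins, fell after P, HC and PHC, after HC with -2.31 ± 0.62 and after PHC with -4.39 ± 0.61 (SD, n = 3). Rises after HC included 5.22 ± 0.85 for a crocetin glucosyltransferase (GSVIVT00003476001), 4.96 ± 0.87 for sulfate transporter 3.5 (GSVIVT00016767001) and 4.84 ± 0.43 for a glucan endo-1,3-beta-glucosidase-like gene (GSVIVT00022221001; SD, n = 3). Its falls included a reticulon family gene (GSVIVT00017731001), whose product shapes the endoplasmic reticulum, with -2.74 ± 0.79, or -0.93 and not called with normexp and loess, and the sugar transporter SWEET14 (GSVIVT00017991001) with -2.27 ± 0.50 (SD, n = 3). PHC raised a BTB/POZ domain gene (GSVIVT00021238001) by 5.05 ± 0.30 and its falls included -3.77 ± 0.43 for low temperature-induced protein lt101.2 (GSVIVT00023117001), -3.62 ± 0.55 for embryonic protein DC-8-like (GSVIVT00021718001) and -3.60 ± 0.73 for a 26.5 kDa class I small heat shock protein-like gene (GSVIVT00000343001; SD, n = 3). Without P replicate 2, 208 probes were higher and 48 lower after P. With normexp background correction and loess in place of the authors' normalization, 458 were higher and 71 lower after P, and 466 were lower after HC.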

Analysis by GenSpring indicated that a total of 965, 1662 and 3783 genes showed significantly up-regulated expression and a total of 287, 1511 and 3261 genes showed significantly down-regulated expression by P, HC and PHC treatments, respectively (Fig. 4a, b). 

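Of the probes that changed after P, 82.8% were higher, and of those that changed after HC and PHC, 52.1 and 53.5% were higher. Among 39 pectin-modifying enzymes tested, a list fixed in advance, 11 rose and none fell after P, and 13 rose and 4 fell after PHC. After P their median log2 change was 0.11 and the set shifted upward against the other probes (camera, adjusted p = 0.0209), which did not pass with an estimated correlation (adjusted p = 0.232) or over the 35 members above background in both channels, of which 8 rose (adjusted p = 0.190). Of 30 bHLH transcription factors, 1 rose and none fell after P, 1 rose and 1 fell after HC, and 6 rose and 3 fell after PHC. Of 22 MYB transcription factors, none rose and 2 fell after P, none rose and 1 fell after HC, and 1 rose and 4 fell after PHC, although 3 rose and 2 fell after PHC when normexp with median centring was used. Of 25 cytosolic and small heat shock proteins, which keep other proteins folded, 2 rose and 4 fell after PHC, and with median centring 7 rose and 1 fell. Adjusted over the list alone, the counts of these 4 lists were the same. Median centring subtracts the median over the probes of an array other than outliers, dim ones included. Over the tested probes the median log2 change after PHC was then 0.16, and the share higher was 88.0% after PHC, 82.0% after HC and 95.7% after P. With normexp and loess the share higher was 69.2% after HC. With an adjusted p and no fold limit it was 59.2% after P, 42.6% after HC and 47.7% after PHC, so most changed probes were lower after HC and PHC.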

Clearly, alteration in expression of many genes is involved in dormant budbreak in grapevine and many more genes were up-regulated than down-regulated by these treatments, similar to that reported in grape after treatment with HC [7]. 

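On the paper's list of genes common to the 3 treatments, enzymes of quinone reduction, terpene synthesis and protein folding rose after P, HC and PHC, and chitinases fell. All 4 FQR1-like quinone reductases, which detoxify quinones, were called higher after each treatment, with median log2 changes of 1.42 after P, 3.33 after HC and 2.90 after PHC. The 4 terpene and valencene synthases had medians of 2.24, 4.66 and 3.48 and the 3 germin-like proteins of 2.15, 2.32 and 1.52 after P, HC and PHC, and each of these genes was called after each treatment. All 6 chaperones and calreticulins of the endoplasmic reticulum rose, with medians of 1.48, 1.23 and 2.75. The 3 chitinases fell with medians of -1.14, -1.33 and -2.80. With normexp and loess 1 of the 3 was called after P and 1 after HC, with median centring the acidic endochitinase alone was called after either, and after PHC all 3 were called under both. Without P replicate 2 none of the 3 passed the test after P (-1.06, -1.09 and -3.03). These genes stand in the paper's lists, which were chosen on these samples, so their direction is not independent evidence. In lists fixed in advance, 9 pathogenesis-related proteins and chitinases had median log2 changes of -0.02, -0.12 and 0.06, with no fall called and 1 rise after PHC, and of 25 cytosolic and small heat shock proteins none was called higher after P or HC. With no fall called, the first list held none of the 3 chitinases above. With no rise called after P or HC, the second held none of the 6 chaperones and calreticulins. Neither list therefore tests those genes. Over all tested probes, 176 were higher and 68 were lower after all 3 treatments, against 5.03 and 0.838 if the lists were independent. In simulated arrays with unchanged treatments and controls shared between arrays of one replicate number, 0 probes were called after all 3 treatments. An adjusted p makes that count nearly certain where nothing changes, so it tells little. At an unadjusted p the observed 214 higher and 84 lower stood against 11.6 and 10.3 simulated (limma). The simulated values hold only differences between replicates, so an offset common to all control samples was not simulated. Without P replicate 2, 72 probes were higher and 28 lower after all 3 treatments. With normexp and loess 103 were higher and 35 lower, with normexp and median centring 16 were lower, with the arrays scaled to one spread 269 were higher and 215 lower, and with array weights 272 were higher.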

239 up-regulated and 106 down-regulated genes were common for all three treatments, indicating similar molecular events occurred in these buds (Additional file 2). Among the commonly up-regulated genes with a greater than a log2-fold change in expression are those coding for TF factors (e.g. 7 bHLHs, 2 WRKYs, EGL, ERF073, NAM-B1, OFP5 and HEC2) and functional genes coding for protein kinase, peroxidase, ion oxygenase, amine oxidase, PR proteins, dirigent proteins, expansin and extension (Table 1). 

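Of 9 bHLH genes on the paper's common list, which was chosen on these samples, 8 were called higher after P, 8 after HC and 9 after PHC, with median log2 changes of 1.50, 1.42 and 2.56, and 7 were called after all 3. Of 30 bHLH genes in a list fixed in advance 1 rose after P, 1 after HC and 6 after PHC. With 1 rise after P, that list held at most 1 of the 8 genes called there, so it is not a test of them. It was matched to the description of the Arabidopsis homolog alone. A bHLH93-like gene (GSVIVT00017700001) had log2 changes of 3.00 ± 1.00 after P, 3.98 ± 0.27 after HC and 4.52 ± 0.20 after PHC (SD, n = 3), with a control signal well above background on 1 of the 3 HC arrays. ERF073 (GSVIVT00028041001), of the ethylene response factors, had 1.85, 3.86 and 4.17. The expansins, which loosen cell walls, were all called after each treatment, with medians of 2.59, 2.65 and 3.47 over 3 genes. Of 5 dirigent proteins, 4 were called after P and 5 after HC and PHC, with medians of 1.26, 3.82 and 3.64. A fold given as at least sets the treated signal against the control or, where higher, the lowest Cy3 signal well above background. Such folds rest on the authors' normalization and carry no error, so they are not lower limits under other scalings. Dirigent protein 7 (GSVIVT00024739001), whose control signal was near background on some arrays, was at least 2.58-fold higher after P and 23.9-fold after PHC. Normexp with median centring turned the rise after P to a log2 change of -0.06. Of 14 protein kinases, 13 rose after P, 13 after HC and 14 after PHC, and both PR proteins rose after each treatment. The primary amine oxidase (GSVIVT00019973001), a source of hydrogen peroxide from amines, had log2 changes of 1.25, 4.08 and 2.42, the first of which did not pass without P replicate 2 (1.14) or P replicate 3 (1.01). OFP5 (GSVIVT00035823001) was at least 3.71-fold higher after HC and at least 9.11-fold higher after PHC, and after P its log2 change of 1.36 did not pass the test (adjusted p = 0.059), and its rise after HC was 0.57 with normexp and loess and 0.42 with median centring. HEC2 (GSVIVT00019502001) was at least 1.89-fold higher after P, 1.14-fold after HC and 3.73-fold after PHC, and with median centring its log2 changes were -0.32, -0.12 and 0.35 and with loess 0.32, 0.19 and 0.75, none of them called, and its rise after P did not pass the test without any one P array. Of 8 extensins and proline-rich proteins on the common list, 7 were called higher after P, 5 after HC and 6 after PHC, with medians of 2.17, 1.21 and 2.53. The extensin-1-like gene (GSVIVT00033064001) passed the test after PHC alone of the treatments, at least 2.06-fold higher, and its log2 change was -0.09 with median centring and 0.46 with loess, and it did not pass without PHC replicate 2 (1.49) or PHC replicate 3 (1.64).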

The expression of some genes related to degradation of cyanamide (e.g. bifunctional nitrilase and nitrile hydratase), synthesis of pigments (e.g. stilbene, anthocyanidin) and metabolism of growth regulators (e.g. ethylene, salicylic acid, brassinosteroid, auxin and cytokinin) was also upregulated. In particular, the hypoxia related gene coding for sucrose synthase (*SuSy*) was significantly up-regulated by all three treatments, especially by PHC. 

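Stilbene synthases, which make resveratrol, were among the genes most raised by HC. All 8 on the paper's common list were called higher after HC and PHC and 6 after P, with median log2 changes of 3.97, 2.98 and 1.21 in that order. Stilbene synthase 4 (GSVIVT00005194001) had 5.10 ± 1.36 after HC and 3.67 ± 0.74 after PHC (SD, n = 3; adjusted p = 9.1e-05 and 1.4e-04), and after P its change of 1.05 did not pass the test (adjusted p = 0.16). Anthocyanidin 3-O-glucosyltransferase 2-like (GSVIVT00031498001), of pigment synthesis, had 1.00, 2.56 and 3.29 after P, HC and PHC, the first of which did not pass the test without any one P array. Of 3 bifunctional nitrilase/nitrile hydratases, which act on cyanide-derived nitriles, 2 rose after HC and 2 after PHC, calls that ended without HC replicate 2 or PHC replicate 2, and none passed the test after P. Among hormone genes, 12-oxophytodienoate reductase 11 (GSVIVT00021918001), of the jasmonate pathway, rose after HC and PHC, with measured log2 ratios of 6.27 ± 0.76 and 5.36 ± 0.10 (SD, n = 3) whose size is uncertain, since its control signal was well above background on 1 of the 3 HC arrays and on 2 of the 3 PHC and P arrays, and after P it had 1.03, or -0.50 with normexp and median centring. All 5 cytokinin genes were called after P and PHC and 4 after HC, with medians of 1.52, 2.72 and 1.50. Adenylate isopentenyltransferase 3 (GSVIVT00023692001), which makes cytokinin, had 1.52, 1.81 and 2.96 after P, HC and PHC. The first 2 were 0.64 and 0.79 with normexp and loess and 0.30 and 0.76 with median centring. The first did not pass without any one P array. The cytokinin oxidase CKX3 (GSVIVT00033806001), which degrades cytokinin, was at least 2.39-fold higher after P and 4.64-fold after PHC under the authors' normalization. Its log2 change after P was -0.11 with median centring. After PHC it was 0.83 with loess and 0.47 with median centring. Auxin efflux carrier component 2 (GSVIVT00031315001) had 1.87, 1.03 and 2.98, of which the change after HC was 0.54 with loess, 0.57 with median centring and under 2-fold without HC replicate 1 (0.80) or HC replicate 2 (0.93). Both salicylate carboxymethyltransferase-like genes passed the test after PHC, with 4.15 and 3.05 (GSVIVT00024881001 and GSVIVT00024875001), and not after P or HC, where both passed with a block for the replicate number.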

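Sucrose synthase (GSVIVT00016378001), which cleaves sucrose for glycolysis and cell wall synthesis, had log2 changes of 1.98 ± 0.48 after P, 1.74 ± 0.20 after HC and 3.24 ± 0.16 after PHC (SD, n = 3). It was higher after PHC than after HC by 1.50 (adjusted p = 0.0034) and than after P by 1.26 (adjusted p = 0.0089). Among 5 hypoxia and fermentation genes tested, a list fixed in advance, none was called after P, 1 rose after HC and 3 rose after PHC, the same counts when adjusted over the list alone. The 3 were putative alcohol dehydrogenases with log2 changes of 1.69 (GSVIVT00013864001) and 1.18 (GSVIVT00015186001) and a putative allyl alcohol dehydrogenase with 1.61 (GSVIVT00004110001), which the list holds by its wording and which need not be a fermentation gene, and a pyruvate decarboxylase family gene (GSVIVT00006281001) rose by 1.37 after HC. The median of the list was 0.54 after P, 0.57 after HC and 1.18 after PHC. As a set it shifted upward after P (camera, adjusted p = 0.0209; adjusted p = 0.306 with an estimated correlation), and after PHC the adjusted p was 0.0656.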

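Regulators of seed maturation, abscisic acid response and stress on the paper's common list fell after P, HC and PHC. ABSCISIC ACID-INSENSITIVE 5 (GSVIVT00021625001), a transcription factor of the abscisic acid response, had log2 changes of -1.17 ± 0.20, -1.11 ± 0.25 and -3.65 ± 0.60 after P, HC and PHC (SD, n = 3), and FUS3 (GSVIVT00037932001), of seed maturation, had -1.37, -2.11 and -2.92. XERICO (GSVIVT00029063001), a ubiquitin ligase gene of drought tolerance, had -1.14, -1.25 and -3.13. The ethylene response factor ERF016 (GSVIVT00016399001) had -1.78, -2.06 and -4.19, with the treated signal well above background on 1 PHC array, and ERF010-like (GSVIVT00014863001) -1.36, -1.16 and -2.57. All 3 NAC genes were called lower after each treatment, with medians of -1.37, -1.53 and -2.98, but with loess and with median centring 2 of the 3 were not called after P, and with median centring 1 was not called after HC. Both homeobox-leucine zipper genes on the list, ATHB-12 and ATHB-40, were called after each treatment, with medians of -1.13, -1.51 and -2.79, and so were MYB24 (GSVIVT00030360001; -1.31, -1.57 and -1.67) and heat stress factor A-7a-like (GSVIVT00016537001; -1.30, -1.34 and -3.21). The chloroplast chaperone dnaJ 11 (GSVIVT00036090001) had -1.95, -2.28 and -3.45 and the cytochrome P450 86B1-like gene (GSVIVT00031208001) -1.01, -1.18 and -1.38. Peroxidase 25 (GSVIVT00016899001) had -1.35, -2.55 and -2.41, with the treated signal well above background on 1 HC and 1 PHC array, and peroxidase 10 (GSVIVT00036533001) -0.99, -1.64 and -1.99, of which the first was short of a 2-fold change. Of the 8 protein kinases on the list 5 were tested and fell after each treatment. With normexp and loess, the falls of MYB24, of the cytochrome P450 86B1-like gene and of peroxidase 25 were under 2-fold after each treatment, those of ERF016 after P (-0.94) and peroxidase 10 after HC (-0.85) were under 2-fold as well, and those of ABSCISIC ACID-INSENSITIVE 5 and heat stress factor A-7a-like after P did not pass the test without any one P array. A GATA 24-like and a pathogenesis-related 1C-like gene were too near background to be tested. The paper chose this list on these samples, so its direction is not independent evidence, and of its 106 genes 91 were tested, with 70 called after P, 84 after HC and 90 after PHC. With normexp and median centring 25, 44 and 77 were called, and with loess 37, 52 and 69. Under median centring the falls after P of ABSCISIC ACID-INSENSITIVE 5 (-0.79), FUS3 (-0.91), XERICO (-0.77), ERF010-like (-0.996) and heat stress factor A-7a-like (-0.94) were no longer called, and those of ERF016 and dnaJ 11 were, and after HC those of ABSCISIC ACID-INSENSITIVE 5 (-0.89), ERF010-like (-0.96) and peroxidase 10 (-0.88) were not called. Without HC replicate 3 the fall of ABSCISIC ACID-INSENSITIVE 5 after HC was under 2-fold (-0.98). After P 48, 28 and 47 were called without P replicate 1, 2 and 3.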

Among the commonly down-regulated genes are those coding for TFs (e.g. ERF016, ERF010-like, DET010-like, NAC18, NAC29, NAC100, FUS3, MYB24, A-7a-like, ABI5, GATA 24-like, ATHB-2, ATHB40) and functional genes coding for chloroplast chaperone danJ11, PR proteins, protein kinase, ubiquitin ligase, cytochrome P-450 and peroxidase 10 and 25. These genes are generally related to stress responses in hormonal action, ROS metabolism, and transition to growth resumption process.

**Fig. 4:**
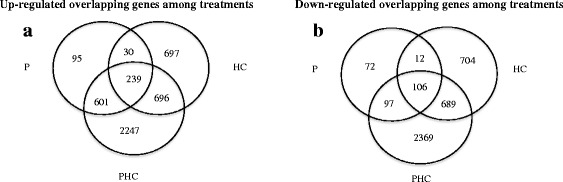
Venn diagrams to show the overlap of significantly up- and down-regulated genes among different treatments. Comparison of significantly up- (**a**) and down–regulated genes (**b**) among P, HC and PHC treatments after 24 h of treatment. Microarray data analyses yielded 6410 significantly up- and 5059 significantly down-regulated genes by the 3 treatments with at least two fold changes (*p* < 0.05, *n* = 3)

**Table 1:** Functions of important transcription factors and proteins

TFs or proteins	Function	References
Up-regulated		
1. bHLH	bHLHs have a range of different roles in plant cell and tissue development as well as plant metabolism.	[68]
2. WRKY	Regulators involved in various develop006Dental and physiological process, especially in coping with diverse biotic (e.g. wounding, salicylic acid, cold, and salinity) and abiotic (e.g. methyl jasmonate (MeJA) stresses.	[66, 99]
3. ERF	Plays a crucial role in plant growth and development and in response to biotic and abiotic stress conditions in plant. It’s also involved in fruit ripening and stress processes.	[67]
4. NAM-B1	Acts in tissue specific manner to regulate monocarpic senescence and grain filling, and it’s related to carbohydrate metabolism in stems and the grain, and associated with the grain protein content in Fennoscandian wheat.	[69, 70]
5. Protein kinase	Protein kinases are universal signal transduction modules in eukaryotes, including yeasts, animals and plants.	[73]
6. Peroxidase	Peroxidases as key players during the whole life cycle of a plant, and particularly in cell wall modifications, and in roles that can be antagonistic depending on the developmental stage.	[74]
7. Amine oxidase	Cell wall maturation and lignification during development as well as with wound-healing and cell wall reinforcement during pathogen invasion.	[26]
8. NADPH oxidase	A plasma membrane NADPH oxidase produces ROS in planta or in elicited cells during incompatible interaction	[100]
9. PR proteins	The class 1 pathogenesis-related (PR) proteins are thought to be involved in plant defense responses against infection by pathogens, such as fungi or viruses.	[75, 76]
10. Expansin	Expansins are involved in enhancing growth by mediating cell wall loosening.	[77, 98]
11. Extensin	Extensins are involved in defense and in the control of extension growth by differential expressing under stress and non-stress conditions. Extensin genes are developmentally regulated and induced by wounding, methyl jasmonate, abscisic and salicylic acid.	[78–80]
Down-regulated		
1. NAC	NAC has a variety of important functions in plant development, and also in abiotic stress responses.	[101]
2. FUS3	A positive regulator of seed responses to ABA and mediates osmotic stress responses during seed development.	[81, 102]
3. MYB	Regulation of anthocyanin biosynthesis in the grape via expression of the UFGT gene (UDP glucose: flavonoid -3-O-glucosyltransferase).	[85, 103]
4. ABI5	Insensitive to ABA in seed germination, with an earlier flowering phenotype.	[82]
5. GATA-like	GATA DNA motifs have been implicated in light-dependent and nitrate-dependent control of transcription.	[86]
6. ATHB	ATHB10 regulates root hair development, ATHB8 promotes vascular cell differentiation and positively modulates the activity of procambial and cambial cells to differentiate, ATHB2 and ATHB4 genes are strongly induced by far-red-rich light.	[83, 84, 104]
7. Chaperone dnaJ	Regulation of the heat shock response by serving as an important pathway for the folding of newly synthesized polypeptides.	[87, 88]
8. Ubiquitin ligase	Ubiquitin ligase is an important part of cellular regulation in Arabidopsis, suggesting a major role for protein degradation in control of plant life.	[89, 105]

### Classification of up- and down- regulated genes involved in ROS/NO metabolism

GO categories by ErmineJ analysis of ROS related genes that were up- or down-regulated in molecular function 24 h post-treatment were listed in Table 2. Many ROS- and NO-related genes showed significant alteration in expression. 

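Peroxide-forming and peroxide-using enzymes changed in both directions. Of 25 class III peroxidases tested from a list fixed in advance by the description of the Arabidopsis homolog, 5 rose and 1 fell after P, 2 rose and 7 fell after HC, and 6 rose and 6 fell after PHC, the same counts when adjusted over the list alone. After HC more members fell than rose, but with normexp and median centring 2 rose and 1 fell. The members were lower after HC than after P, with 7 called lower and none higher in that difference (median -0.33; camera, adjusted p = 0.0241; adjusted p = 0.197 with an estimated correlation, and 0.101 without HC replicate 2). After PHC the list's median was -0.16 and its mean 0.07, and camera placed it lower with an adjusted p of 0.829. Of 8 amine oxidases, which release hydrogen peroxide, 1 rose after P, 1 rose and 1 fell after HC, and 2 rose and 1 fell after PHC, and the list did not pass camera (adjusted p = 0.500, 0.295 and 0.523), while by fry, which tests its own change, it passed after HC and PHC (adjusted p = 5.58e-04 and 0.00311).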

We identified clear overlaps of the molecular functions among the up- and down-regulated genes in response to P, HC and PHC treatments. GO terms in which their gene expression levels altered significantly (by at least two fold) by the treatments were listed in Additional file 3. PHC induced more up- and down-regulated genes than HC and P treatments. Also, there are genes commonly regulated by all three treatments. 

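Compared directly, 2256 probes were higher and 1407 lower after PHC than after HC, and 1281 were higher and 1271 lower after PHC than after P. A putative xyloglucan endotransglycosylase (GSVIVT00006913001), which remodels wall polysaccharides, was higher after PHC than after HC by 5.76 on the log2 scale, with changes of 2.86 ± 0.80 after P, -1.36 ± 1.16 after HC, which did not pass the test, and 4.40 ± 0.85 after PHC (SD, n = 3). Its rise after P did not pass without P replicate 1 (2.56) or P replicate 2 (2.72), and its change after HC passed without HC replicate 2 (-1.86) and with array weights (-2.44), which rest mostly on HC replicate 1. A leucine-rich repeat family gene (GSVIVT00021264001) was higher after PHC than after HC by 3.67 and a chloroplast nucleoid DNA-binding protein-related gene (GSVIVT00030279001) by 3.65. Genes lower after PHC than after HC included a late embryogenesis abundant protein (GSVIVT00034564001), with a change of -2.95 ± 0.52 after PHC, and a protein phosphatase 2C (GSVIVT00024235001), of a family that restrains abscisic acid signaling, with -2.78 ± 0.60 (SD, n = 3). Against P, a nodulin MtN21 family gene (GSVIVT00015369001) was lower after PHC by -2.70, and 12-oxophytodienoate reductase 11 (GSVIVT00021918001) was higher, with a measured difference of 4.33 whose size is uncertain, since its control signal was well above background on 2 of the 3 arrays of either treatment. Between HC and P, 883 probes were higher and 827 lower after HC. Without P replicate 2, 1067 probes differed between HC and P, and without PHC replicate 3, 1613 differed between PHC and P. With the arrays scaled to one spread, 1539 probes differed between PHC and HC and 220 between PHC and P, and neither the nodulin gene nor 12-oxophytodienoate reductase 11 was called between PHC and P.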

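Probes that changed after P mostly changed after PHC as well. Of those higher after P, 662 (91.3%) were also higher after PHC and 192 (26.5%) also higher after HC. Of those lower after P, 135 (89.4%) were also lower after PHC and 69 (45.7%) after HC. Independent lists of these sizes would share 97.6 higher and 17.6 lower probes between P and PHC, and 37.4 and 7.17 between P and HC. PHC called more probes than HC, which raises the share found in it. Of the probes higher after HC, 853 (62.6%) were also higher after PHC, and of those lower after HC, 713 (56.9%) were also lower. Independent lists would share 183 and 146. A glucan endo-1,3-beta-glucosidase GVI gene (GSVIVT00015734001), an enzyme that degrades callose and related glucans, had log2 changes of -1.55 ± 0.15 after P, -2.38 ± 0.23 after HC and -2.97 ± 0.21 after PHC (SD, n = 3), or -0.90, -1.22 and -1.47 with normexp and loess, where the first was not called. The cationic amino acid transporter 6 gene (GSVIVT00013821001) had -1.70, -2.25 and -2.29, the first of which did not pass without P replicate 2 (-1.69), and carboxylesterase 15-like (GSVIVT00027106001) had -1.86, -1.01 and -2.62, of which the change after HC was under 2-fold without HC replicate 2 (-0.79), with loess (-0.82), median centring (-0.74), one spread (-0.96) and array weights (-0.93), and did not pass with limma on its own arrays (adjusted p = 0.0566). Over the 876 probes called after P, the median change in the direction of P was 0.57 after HC and 2.32 after PHC on the log2 scale, and 609 of them were called lower in that direction after HC than after PHC. Across genes, which are not independent replicates, the log2 changes after P and PHC correlated with r = 0.782, against 0.486 in the simulation of unchanged treatments with shared controls. For HC and PHC r was 0.587 against 0.261 simulated, and for P and HC it was 0.378 against 0.380, while the covariance for P and HC was 0.132 against 0.0230.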

Among the ROS-generating genes, the two respiratory burst oxidase homolog genes related to GO:0043167 (ion binding), *VvRBOHE* and *VvRBOHA,* were down-regulated by PHC, while only *VvRBOHA* was down-regulated by HC. However, *VvRBOHE* was upregulated by P and HC.

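Transcripts of both NADPH oxidase genes, whose products release superoxide at the plasma membrane, were lower in buds after PHC. VvRBOHA (GSVIVT00002525001) had a log2 change of -1.53 ± 0.50 after HC (SD, n = 3; adjusted p = 4.3e-04) and of -1.96 ± 0.29 after PHC (SD, n = 3; adjusted p = 3.6e-05). Its change of -0.64 ± 0.10 after P did not pass the test (adjusted p = 0.054). VvRBOHE (GSVIVT00016386001) had 0.30 ± 0.51 after P (adjusted p = 0.38), 0.95 ± 0.32 after HC (adjusted p = 0.0081, short of a 2-fold change) and -1.22 ± 0.33 after PHC (SD, n = 3; adjusted p = 0.0010). It was lower after PHC than after HC by -2.17 (adjusted p = 0.0018) and than after P by -1.53 (adjusted p = 0.0087). The change of VvRBOHE after PHC was under 2-fold with normexp and loess (-0.58), with normexp and median centring (-0.78) and after scaling of the arrays to one spread (-0.87), and its change after HC passed 2-fold without HC replicate 1 (1.08).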

**Table 2:** Number of genes that were expressed in each treatment, as identified by GO categories

ROS-/NO-related genes	GO category	Gene family	No. of gene up/down regulated		
			P	HC	PHC
ROS-related genes					
ROS-generating genes	GO:0043167 ion binding	Respiratory burst oxidase homolog protein (VvRBOH)	0/0	0/1	0/2
	GO:0004601 peroxidase activity	Peroxidase (VvPOD)	10/1	10/14	15/10
ROS-scavenging genes	GO:0016209 antioxidant activity	Alpha-dioxygenase 1 (VvDOX1)	1/0	1/0	0/0
		Glutathione peroxidase (VvGPX)	0/0	0/1	1/1
		Catalase isozyme 1-like (VvCAT)	0/0	0/2	0/2
		Cytosolic ascorbate peroxidase (VvAPX)	0/0	0/1	0/2
		Superoxide dismutase [Fe], chloroplastic (VvFSD)	0/0	0/0	1/1
		Alternative oxidase 2, mitochondrial (VvAOX2)	0/0	1/0	1/0
ROS-specific transcription factors	GO:00037000 transcription factor	Heat Stress transcription factor (VvHSF)	0/1	2/2	3/6
		Ethylene response element binding factor (VvERF)	4/3	8/6	8/9
		WRKY transcription factor (VvWRKY)	1/0	9/4	7/7
NO-related gene					
NO-scavenging	GO:0005488 Binding	Hemoglobin-2 (VvHB2)	0/0	1/0	1/0

These were significantly up/down regulated genes related to ROS/NO metabolism in grapevine buds treated with P, HC and PHC following the GO categories by ErmineJ analysis

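Single peroxidases rose many-fold after one treatment and not after another. Peroxidase N1-like (GSVIVT00031593001) had log2 changes of 2.85 ± 2.00 after HC and 4.68 ± 0.77 after PHC (SD, n = 3), and cationic peroxidase 1 (GSVIVT00015159001) had 1.53, 2.20 and 2.85 after P, HC and PHC, the first of which did not pass without P replicate 2 (1.18) or P replicate 3 (1.51). Peroxidase 29 (GSVIVT00033150001) rose by 1.37, 1.07 and 2.83, of which the rise after P did not pass without P replicate 2 (1.23) and that after HC was under 2-fold with loess (0.90) and without HC replicate 1 (0.87). Peroxidase 5 (GSVIVT00037159001) rose by 2.83 ± 1.02 after P and had -0.45 ± 0.25 after PHC (SD, n = 3), a difference of -3.28 between PHC and P. One peroxidase 64 gene (GSVIVT00011734001) rose by 2.45 after P and 2.04 after PHC and had -1.40 after HC, lower than after P by -3.85 (adjusted p = 0.010). Without P replicate 2 or P replicate 3 the rises of peroxidase 5 and peroxidase 64 after P did not pass the test, without PHC replicate 2 that of peroxidase 64 after PHC did not (1.61), and neither did that of peroxidase N1-like after HC without HC replicate 1 or HC replicate 2. Peroxidase 47 (GSVIVT00003644001) fell after HC with -1.88, and peroxidase 42-like (GSVIVT00010753001) fell after HC and PHC with -1.07 and -1.87, of which the fall after HC was under 2-fold without HC replicate 2 (-0.93), with loess (-0.93) and with array weights (-0.77), and both were with median centring (-0.54 and -0.95). Of the 35 VvPOD genes of the paper's table 33 were tested, and 8 rose and 1 fell after P, 8 rose and 12 fell after HC, and 15 rose and 10 fell after PHC. Adjusted over the list alone, 8 rose and 13 fell after HC and the other counts were the same. Without P replicate 2, 1 rose and none fell after P, and without P replicate 3, 2 rose and 1 fell, and 4 rose and 10 fell after HC without HC replicate 1, and 5 and 11 without HC replicate 2. The paper chose this list on these samples, so its counts are not independent evidence.

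**Figure D1:**
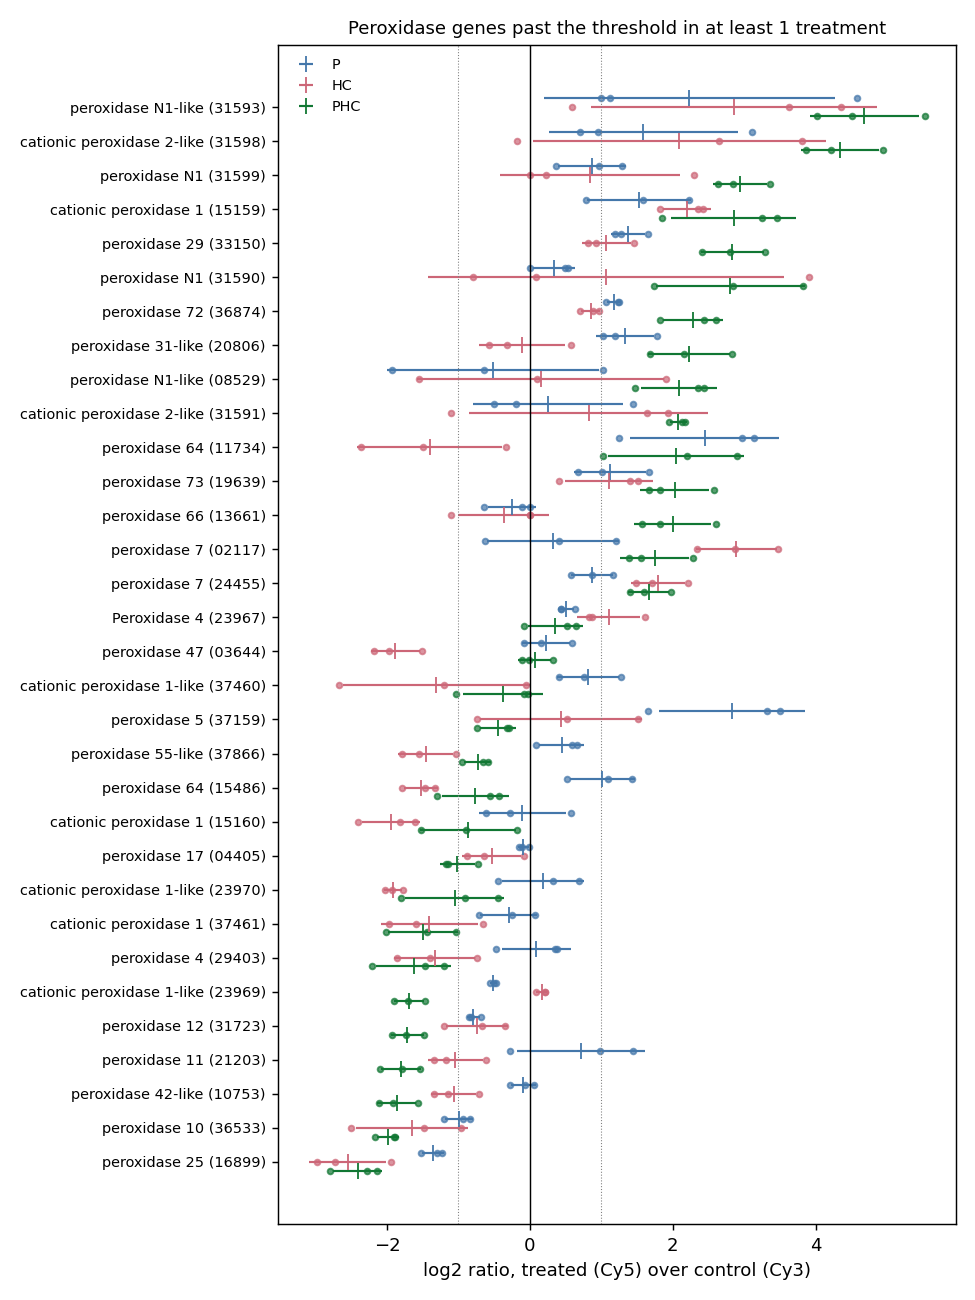
Log2 ratio of treated to control signal for 32 peroxidase genes called after at least 1 treatment, with points for the 3 arrays of a treatment, a tick for the mean and a bar for the SD. Dotted lines mark a 2-fold change, and the genes spread to both sides of 0 after HC and PHC.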

The ROS-scavenging peroxidases related to GO:0004601 exist in a big gene family, and many of *VvPOD* genes were up-/down-regulated, especially by HC and PHC (10/14, and 15/10). 

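After P and PHC more tested VvPOD genes rose than fell under the authors' normalization and under each other scaling, while after HC more fell than rose, a direction that turned with normexp and loess (5 rose and 3 fell) and with normexp and median centring (7 rose and 2 fell). After PHC the counts were 11 and 7 with loess, 10 and 4 with median centring, and 11 and 8 with the arrays scaled to one spread. The median log2 change over the tested genes was 0.44 after P, -0.37 after HC and 0.36 after PHC, the last of which was -0.18 with median centring. Peroxidase 11 (GSVIVT00021203001) had 0.72 ± 0.89 after P, which did not pass the test, and fell after HC and PHC with -1.04 ± 0.38 and -1.81 ± 0.28 (SD, n = 3). Its fall after HC was -0.81 with normexp and loess and -0.71 with median centring, and did not pass without HC replicate 1 (-0.90) or HC replicate 2 (-0.97), and its change after P passed without P replicate 1 (1.21). A second peroxidase 64 gene (GSVIVT00015486001) rose by 1.02 after P and fell after HC with -1.53, changes that were 0.52 and -0.35 with normexp and loess and 0.20 and -0.61 with median centring, and the rise did not pass without P replicate 2 (0.81) or P replicate 3 (0.98). Class III peroxidases use hydrogen peroxide to oxidize phenolics and also form it, as in lignin deposition.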

Obviously, most of the *POD* genes were upregulated and they are assumed to play a key role in the reduction of H_2_O_2_ in grapevine buds treated with HC [13]. For other ROS-scavenging genes in GO:0016209 (antioxidant activity), the expressions of five gene families have been up- or down-regulated by the three treatments. For example, one alpha-dioxygenase gene (*VvDOX1*) was up-regulated by P and HC, but not by PHC. 

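VvDOX1 (GSVIVT00020782001), an alpha-dioxygenase that adds oxygen to fatty acids, rose after HC with a log2 change of 2.82 ± 0.96 (SD, n = 3; adjusted p = 0.0086). After P it had 1.83 ± 2.02, with -0.48 on the first array and 2.70 and 3.26 on the others, and did not pass the test (adjusted p = 0.095), and after PHC it had 0.23 ± 0.29 (SD, n = 3). Without P replicate 1 the change after P was 2.98 and passed the test, as it did with median centring (1.08), with array weights (2.58), with a block for the replicate number (1.83, adjusted p = 0.0269) and with the arrays scaled to one spread (2.91), where the rise after HC did not (2.55). The difference of -2.59 between PHC and HC did not pass the test (adjusted p = 0.059), and it passed with the replicate block (adjusted p = 0.0149). Alpha-dioxygenase 2 (GSVIVT00017793001), a related gene, fell after P, HC and PHC with -1.05, -2.54 and -1.88. The fall after P was not called with normexp and loess (-0.94), with median centring (-0.62), or without P replicate 2 (-0.99) or P replicate 3 (-0.97).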

Gene coding for glutathione peroxidase *(VvGPX2)* was up-regulated by PHC whereas another (*VvGPX8)* gene was down-regulated by HC and PHC. 

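The glutathione peroxidases, which reduce lipid and hydrogen peroxides, moved apart after PHC. VvGPX2 (GSVIVT00001920001) rose with a log2 change of 1.10 ± 0.93 (SD, n = 3; adjusted p = 0.040), and its values on the 3 arrays were 2.07, 0.212 and 1.02. The paper's qRT-PCR under PHC also has VvGPX2 higher at the time of the arrays, by a far larger factor. VvGPX8 (GSVIVT00000410001) fell with -1.05 ± 0.27 after HC and -1.10 ± 0.22 after PHC (SD, n = 3), and it was lower after PHC than after P by -1.05 (adjusted p = 0.0065). The rise of VvGPX2 did not pass the test without PHC replicate 1 (0.61), PHC replicate 3 (1.14, adjusted p = 0.112) or P replicate 2 (adjusted p = 0.0563), with one spread for all arrays (0.77, adjusted p = 0.160) or by an unmoderated p, and the falls of VvGPX8 were under 2-fold with normexp and loess (-0.82 and -0.87), with median centring (-0.72 and -0.37) and with one spread (-0.99 and -0.79), and without HC replicate 1 (-0.90 after HC) and PHC replicate 3 (-0.995 after PHC).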

After 24 h of treatment, two catalase isozyme 1-like genes (*VvCAT*) were down-regulated by both HC and PHC. In addition, *VvAPX* coding for cytosolic ascorbate peroxidase was down-regulated by both HC and PHC, and *VvFSD* coding for chloroplastic superoxide dismutase (SOD) [Fe] was down-regulated by PHC whereas *VvFSD3* was up-regulated by PHC. 

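Catalases, which split hydrogen peroxide in peroxisomes, fell after HC and after PHC. VvCAT1 (GSVIVT00004080001) had log2 changes of -1.52 ± 0.03 after HC (adjusted p = 1.2e-04) and -1.57 ± 0.26 after PHC (SD, n = 3; adjusted p = 2.7e-05). The second catalase isozyme 1-like gene (GSVIVT00004081001) had -1.57 ± 0.18 after HC and -1.59 ± 0.38 after PHC (SD, n = 3). After P the changes of -0.34 and -0.53 did not pass the test, and both genes were lower after HC than after P, by -1.17 (adjusted p = 0.0080) and -1.04 (adjusted p = 0.030). With normexp and median centring, the changes of VvCAT1 (-0.79 after HC and -0.52 after PHC) and that of the second gene after PHC (-0.85) were under 2-fold.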

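On the arrays, ascorbate peroxidases, which spend ascorbate to reduce hydrogen peroxide, fell after PHC. Iron superoxide dismutases, which turn superoxide into hydrogen peroxide in chloroplasts, rose there. The paper's qRT-PCR under PHC goes the other way for VvAPX3, which was higher at 24 h, and for VvFSD3, which was lower at 24 h. By that method VvFSD rose early and later declined. VvAPX3 (GSVIVT00036747001) had log2 changes of -1.05 ± 0.15 after HC (SD, n = 3; adjusted p = 9.8e-04) and -1.75 ± 0.07 after PHC (SD, n = 3; adjusted p = 2.3e-05). The cytosolic VvAPX gene (GSVIVT00023072001) had 0.04 ± 0.15 after HC, which did not pass the test, and fell after PHC with -1.10 ± 0.37 (SD, n = 3; adjusted p = 2.1e-04). VvFSD3 (GSVIVT00007083001) rose after PHC by 1.82 ± 0.18 (SD, n = 3; adjusted p = 1.3e-05) and VvFSD (GSVIVT00014163001) by 1.60 ± 0.29 (SD, n = 3; adjusted p = 7.2e-05). On every PHC array both FSD genes had a positive log2 ratio, from 1.27 to 1.95. After P and HC neither passed the test, and both were higher after PHC than after HC, by 1.65 for VvFSD3 and 1.27 for VvFSD (adjusted p = 0.0013 and 0.0059). The fall of VvAPX3 after HC was under 2-fold with normexp and loess (-0.78), with median centring (-0.70), with one spread (-0.98), with array weights (-0.98) and without HC replicate 2 (-0.96), and that of VvAPX after PHC with median centring (-0.24), with one spread (-0.79) and without PHC replicate 1 (-0.95).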

The expression of *VvAOX* that codes for alternative oxidase in mitochondria was up-regulated by both HC and PHC. 

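VvAOX2 (GSVIVT00003173001), a mitochondrial alternative oxidase that bypasses the cytochrome pathway, rose more after HC than after PHC. Its log2 change was 2.43 ± 0.64 after HC (SD, n = 3; adjusted p = 1.3e-04) and 1.07 ± 0.31 after PHC (SD, n = 3; adjusted p = 0.0036), a difference of -1.36 between PHC and HC (adjusted p = 0.015). After P the change of 0.44 ± 0.28 did not pass the test. The rise after PHC was under 2-fold without PHC replicate 3 (0.92), with normexp and loess (0.86) and with one spread for all arrays (0.77). Of 5 respiratory chain genes tested, a list fixed in advance that holds cytochrome c oxidase genes, none was called after P or HC and 3 rose after PHC, with a median of 1.23. As a set it did not pass camera (adjusted p = 0.0765) and passed by fry (adjusted p = 1.03e-04).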

For NO related genes, the expression of hemoglobin-2 gene (*VvHB2)* in binding (GO:0005488) was significantly up-regulated by both HC and PHC. 

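VvHB2 (GSVIVT00036443001), a non-symbiotic hemoglobin that removes NO, was among the genes most raised by HC. Its log2 change was 4.41 ± 0.59 after HC (SD, n = 3; adjusted p = 5.6e-05) and 3.08 ± 0.75 after PHC (SD, n = 3; adjusted p = 9.5e-05). After P it had -0.53 ± 0.74 and did not pass the test. It was higher after HC than after P by 4.94 (adjusted p = 6.5e-04) and after PHC than after P by 3.60 (adjusted p = 0.0028). The difference of -1.33 between PHC and HC did not pass the test (adjusted p = 0.072), and it passed with a block for the replicate number (adjusted p = 0.0020).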

The expression of the genes in the three ROS related transcription factor gene families (GO:0003700), namely heat stress transcription factor *(VvHSF),* ethylene response element binding factor *(VvERF)* and WRKY transcription factor (*VvWRKY),* was also differentially altered. 

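Single ethylene response factors rose strongly after HC. ERF098-like (GSVIVT00020219001) had measured log2 ratios of 6.17 ± 1.19 after HC and 5.31 ± 0.29 after PHC (SD, n = 3). Their size is uncertain, since its control signal was well above background on the 3 HC arrays, on 1 PHC array and on 0 P arrays, where the treated signal was not either. An ERF1B-like gene (GSVIVT00002192001) had 5.31 ± 0.82 after HC and 4.05 ± 0.60 after PHC (SD, n = 3), with a control signal well above background on 2 arrays of each, while the ethylene response factor CRF2 (GSVIVT00002468001) rose by 1.75 after P and 3.00 after PHC and had 0.45 after HC, of which the rise after P did not pass without P replicate 1 (1.41) or P replicate 2 (1.72). The factor WIN1 (GSVIVT00000349001), of cuticle formation, fell after HC with -1.80, where the treated signal was well above background on 1 array, and after PHC with -1.01, changes that were -0.47 and -0.30 with normexp and loess and -0.71 and -0.76 with median centring, and the second was under 2-fold without PHC replicate 1 (-0.89) or PHC replicate 3 (-0.88). Of 25 VvERF genes tested from the paper's table, 4 rose and 3 fell after P, 8 rose and 5 fell after HC, and 8 rose and 9 fell after PHC, where normexp with median centring gave 8 and 3, and one spread for all arrays gave 8 and 6 after PHC and 5 and 9 after P. Without P replicate 2, 1 VvERF gene rose and none fell after P, and without HC replicate 3, 7 rose and 2 fell after HC. The 5 falls after HC were 0 with normexp and loess, 0 with median centring, 1 with one spread and 2 with array weights, beside 6, 7, 7 and 7 rises. Heat stress factors, which switch on chaperone genes, fell more often than they rose after PHC. Of 10 VvHSF genes none rose and 1 fell after P, 2 rose and 2 fell after HC, and 3 rose and 6 fell after PHC, where median centring gave 3 and 3, and the fall after P was not called without any one P array. HSF B-3 had 2.19 after HC and 1.13 after PHC, HSF A-2e 1.72 after HC, and HSF A-6b fell with -1.20 and -2.56 and HSF C-1 with -2.48 after PHC. Adjusted over the list alone the counts were the same, and as the lists were chosen on these samples they are not independent evidence.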

The numbers of *VvHSF* genes up-/down-regulated by P, HC, and PHC were 0/1, 2/2, and 3/6, respectively, while the numbers of *VvERF* genes up-/down-regulated expressed by these treatments were 4/3, 8/6, and 8/9, respectively. 

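WRKY75 genes, regulators of stress and phosphate responses, rose after HC. They had log2 changes of 2.65 (GSVIVT00002773001) and 2.86 (GSVIVT00037881001) after HC and 1.40 and 1.37 after PHC, and WRKY40-like had 2.65 and 1.21, and none of these passed the test after P. The second WRKY75 gene was under 2-fold after PHC without PHC replicate 2 (0.94), with loess (0.67) and with median centring (0.45). WRKY46 rose by 1.22 after PHC, and WRKY23 fell with -1.34 after HC and -2.28 after PHC and WRKY70 with -1.95 after PHC. Of 19 VvWRKY genes tested, 1 rose and none fell after P, 9 rose and 4 fell after HC, and 7 rose and 7 fell after PHC, where normexp with loess gave 4 and 7 and one spread for all arrays 3 and 6, and after P one spread gave 1 and 2 and none was called without P replicate 1 or P replicate 2. The falls after HC were 1 with loess, 1 with median centring and 2 with array weights, beside 7, 8 and 9 rises. The counts adjusted over the list alone were the same, and the paper chose the list on these samples.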

Many of the *VvWRKY* genes were also up-/down-regulated, especially by HC and PHC (9/4 and 7/7), compared to P (1/0). These results indicate that more genes are altered in their expression at a higher intensity by PHC and the expressions of different genes in the same GO category are differentially regulated by these treatments.

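Within a gene family, members took different directions after the same treatment, and some members changed sign between treatments. A dirigent family gene (GSVIVT00002504001) and a glutaredoxin gene (GSVIVT00019806001), of redox control by glutathione, rose after P by 1.37 and 1.25 and fell after HC with -1.30 and -1.42, differences of -2.67 for both genes between HC and P. ERF1B (GSVIVT00020221001) rose by 2.79 after HC, and had -0.75 after P and 0.89 after PHC, both short of a 2-fold change. A heat stress factor B-4-like gene rose by 1.69 after PHC and was not called after P or HC. After its counts per family, the paper concludes that PHC alters more genes at a higher intensity and that genes of one category respond differently to the 3 treatments. The rises after P of the dirigent and glutaredoxin genes did not pass the test without P replicate 1 (1.79 and 0.85) or P replicate 2 (1.25 and 1.18), nor that of the dirigent gene without P replicate 3 (1.07) or PHC replicate 3, nor that of the glutaredoxin gene without any one PHC array or with a replicate block (adjusted p = 0.0524). Their falls after HC were under 2-fold with loess (-0.98 and -0.75) and median centring (-0.87 and -0.79) and did not pass without HC replicate 1 (-1.02 and -1.16), nor that of the dirigent gene without HC replicate 3 (-1.35).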

### Expression dynamics of ROS/NO-related genes during PHC treatment

Quantitative RT-PCR (qRT-PCR) was used to confirm the alteration in expression of 12 selected DEGs identified by cDNA microarray and profile the expression dynamics of these genes during the 48 h of PHC treatment using *eIF4A* as a reference gene as its expression did not change substantially [1]. The DEGs included 2 genes coding for ROS-generating (*VvRBOHE, VvRBOHA*), 9 genes coding for ROS-scavenging (*VvPOD72,* and *VvPOD12, VvDOX1*, *VvGPX2, VvAPX3, VvFSD3, VvFSD, VvAOX2, VvCAT1*) and one gene coding for NO-scavenging (*VvHB2*) (Table 3). 

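Of the 12 genes, VvPOD12 (GSVIVT00031723001) was the remaining one with a fall after PHC, with a log2 change of -1.71 ± 0.23 (SD, n = 3; adjusted p = 3.9e-05), and it had -0.79 ± 0.09 after P and -0.74 ± 0.43 after HC, both short of a 2-fold change. It was lower after PHC than after P by -0.92 (adjusted p = 0.022) and than after HC by -0.97 (adjusted p = 0.014). Of the genes that remove hydrogen peroxide, VvCAT1, VvAPX3 and VvPOD12 were below their controls on every PHC array, while VvGPX2 (1.10, which did not pass the test without PHC replicate 1 (0.61) or PHC replicate 3 (1.14), or with one spread) and VvPOD72 (4.34) rose after PHC. VvCAT1 was lower after PHC than after P by -1.23 and VvAPX3 by -1.28 (adjusted p = 0.0046 and 0.0051), and VvRBOHA by -1.32 (adjusted p = 0.0091). The difference between PHC and HC was -0.43 for VvRBOHA and -0.06 for VvCAT1, and neither passed the test (adjusted p = 0.24 and 0.85). VvFSD3 was higher after PHC than after P by 1.42 and VvFSD by 1.10 (adjusted p = 0.0028 and 0.014). The paper chose these genes on these samples, so their changes are not independent evidence.

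**Figure D2:**
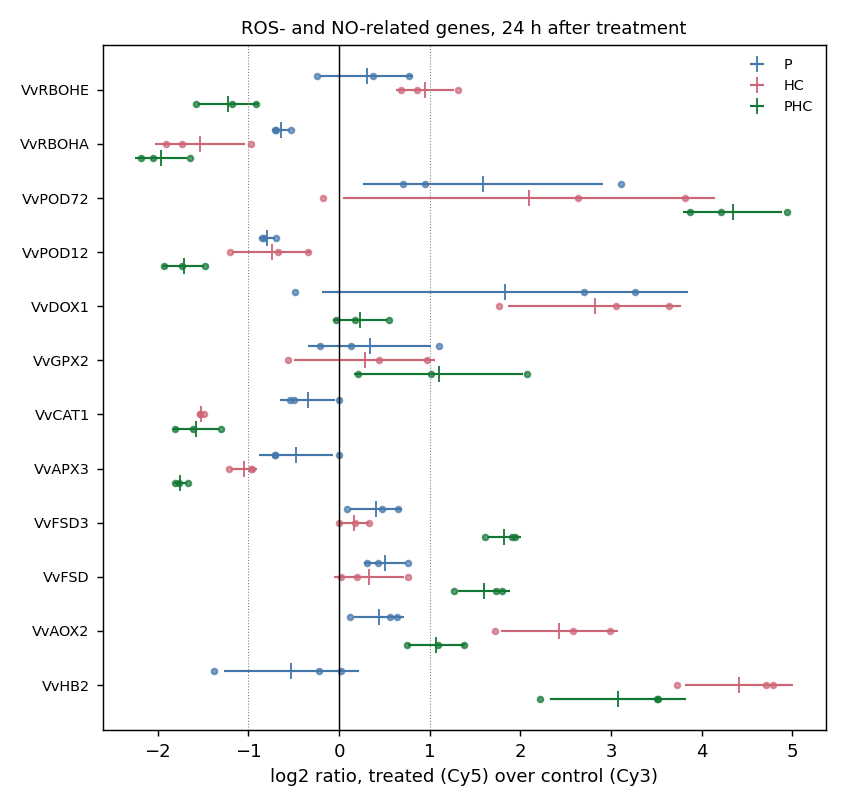
Log2 ratio of treated to control signal for the 12 genes, with points for the 3 arrays of a treatment, a tick for the mean and a bar for the SD. Dotted lines mark a 2-fold change, and both FSD genes lie above 0 and VvCAT1, VvAPX3, VvRBOHA and VvPOD12 below 0 on all PHC arrays.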

The expression profiles of these 12 genes during the 48 h treatment showed different tempos, with most of their expression peaked at 6 or 12 h, indicating a transient nature. A similar trend in gene expression was also reported in detached grapevine canes treated with HC or heat shock (HS) [7]. Two of the ROS-generating respiratory burst oxidase homologue genes, *VvRBOHE* and *VvRBOHA*, and the scavenging peroxidase gene *VvPOD12* were down-regulated by more than two folds throughout the first 48 h of treatment. 

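On the arrays at 24 h, VvPOD72 (GSVIVT00031598001), a class III peroxidase that the additional file names cationic peroxidase 2-like, was far higher in PHC buds than in control buds. Its log2 change after PHC was 4.34 ± 0.55 (SD, n = 3; adjusted p = 7.2e-04), with 4.94, 3.87 and 4.21 on the 3 arrays. By the paper's qRT-PCR under PHC this gene peaked before 24 h and then returned to normal levels, unlike the rise on the arrays at 24 h, although the paper describes the methods as in accord. After HC it had 2.09 ± 2.05 (SD, n = 3; adjusted p = 0.046), with 2.64, 3.81 and -0.176 on the 3 arrays, and after P 1.59 ± 1.33 (SD, n = 3; adjusted p = 0.17), with 3.11, 0.701 and 0.951. The rise after HC was at the edge of the test. It did not pass with normexp and loess (1.10, adjusted p = 0.0667), with one spread (2.13, adjusted p = 0.070), with limma on its own arrays (adjusted p = 0.144) or by an unmoderated p, nor without HC replicate 1 (1.82), HC replicate 2 (1.23), P replicate 2 (adjusted p = 0.0586), P replicate 3 (adjusted p = 0.0627) or any one PHC array (adjusted p = 0.0594, 0.0648 and 0.0683). The change after P passed with one spread (2.38), with array weights (1.18) and without HC replicate 3 (adjusted p = 0.0498). The differences of 2.75 between PHC and P and 2.25 between PHC and HC did not pass the test (adjusted p = 0.080 and 0.12), nor with a block for the replicate number (adjusted p = 0.0506 and 0.077). Its control signal was well above background on 2 arrays of each treatment.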

In significant contrast, the expression of the peroxidase gene *VvPOD72* started to increase after 6 h of treatment and reached its maximum expression at 12 h (14.8 fold), but dropped off to normal levels thereafter, consistent with the results obtained by microarray (Table 3). Thus, *VvPOD72* and several other members of the peroxidase family (Table 2) played an important role in early ROS metabolism by scavenging H_2_O_2_ upon PHC treatment, which synchronized with the new meristem growth (Fig. 5a).

**Table 3:** List of genes that were used to profile their expression dynamics by qRT-PCR

Gene Locus ID	Gene description	Normalized Fold (Log_2_)		
		P	HC	PHC
*GSVIVT00016386001*	Vitis vinifera respiratory burst oxidase homolog protein E (VvRBOHE)	0.30 ± 0.21	1.11 ± 0.18	−1.22 ± 0.06
*GSVIVT00002525001*	Vitis vinifera respiratory burst oxidase homolog protein A (VvRBOHA)	−0.64 ± 0.06	−1.53 ± 0.29	−1.96 ± 0.16
*GSVIVT00031598001*	Vitis vinifera peroxidase 72 (VvPOD72)	1.59 ± 0.77	2.09 ± 1.18	4.19 ± 0.18
*GSVIVT00031723001*	Vitis vinifera peroxidase 12 (VvPOD12)	−0.79 ± 0.05	−0.74 ± 0.25	−1.71 ± 0.13
*GSVIVT00020782001*	Vitis vinifera alpha-dioxygenase 1 (VvDOX1)	1.83 ± 1.16	2.82 ± 0.55	0.13 ± 0.25
*GSVIVT00001920001*	Vitis vinifera glutathione peroxidase 2 (VvGPX2)	0.34 ± 0.39	0.28 ± 0.45	1.10 ± 0.54
*GSVIVT00004080001*	Vitis vinifera catalase isozyme 1-like (VvCAT1)	−0.35 ± 0.17	−1.52 ± 0.02	−1.57 ± 0.15
*GSVIVT00036747001*	Vitis vinifera cytosolic ascorbate peroxidase (VvAPX3)	−0.47 ± 0.24	−1.05 ± 0.09	−1.75 ± 0.04
*GSVIVT00007083001*	Vitis vinifera superoxide dismutase [Fe] 3, chloroplastic (VvFSD3)	0.40 ± 0.17	0.17 ± 0.10	1.82 ± 0.11
*GSVIVT00014163001*	Vitis vinifera superoxide dismutase [Fe], chloroplastic (VvFSD)	0.50 ± 0.13	0.33 ± 0.22	−1.60 ± 0.17
*GSVIVT00003173001*	Vitis vinifera alternative oxidase 2, mitochondrial (VvAOX2)	0.44 ± 0.16	2.43 ± 0.37	1.07 ± 0.18
*GSVIVT00036443001*	Vitis vinifera hemoglobin-2 (VvHB2)	−0.52 ± 0.43	4.41 ± 0.34	3.08 ± 0.43

These include twelve differentially expressed genes related to ROS/NO metabolism in grapevine buds treated with P, HC or PHC for 24 h, as revealed by microarray analysis

**Fig. 5:**
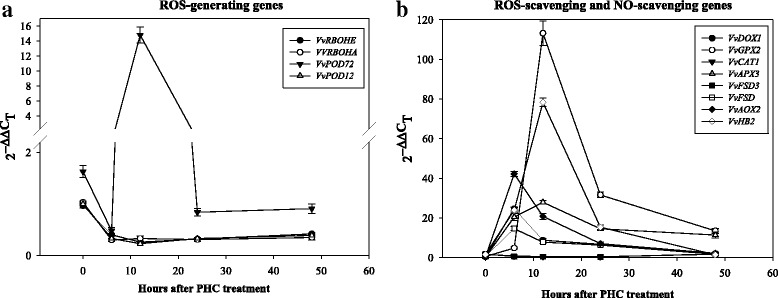
Changes in transcript abundance of 12 up- and down-regulated ROS/NO-related genes during 48 h treatment with PHC, as analyzed by qRT-PCR. These include 4 ROS-generating genes (*VvRBOHE, VvRBOHA, VvPOD72, VvPOD12*) (**a**), and 7 ROS-scavenging genes (*VvDOX1*, *VvGPX*2, *VvCAT1, VvAPX3, VvFSD3, VvFSD, VvAOX2*) and one NO-scavenging gene (*VvHB2*) (**b**). The selection of these genes was based on their relative expression levels obtained by the microarray analysis (Table 3)

For other ROS-scavenging genes, the alpha-dioxygenase *VvDOX1* showed a rapid increase (24.6 fold) in transcript as early as 6 h post treatment and declined gradually throughout the treatment. A small increase (4.8 fold) in the glutathione peroxidase *VvGPX2* transcript was detected as early as 6 h, but its expression accelerated rapidly thereafter and reached its maximum expression (113.2 fold) at 12 h, but dropped off to 31.6 and 13.4 fold at 24 and 48 h, respectively. For the ascorbate peroxidase gene *VvAPX3,* a rapid increase of transcript (20.4 fold) was detected as early as 6 h and reached its maximum expression (27.8 fold) at 12 h and slowly declined to 14.5 and 11.4 fold at 24 and 48 h, respectively. Interestingly, *VvFSD3* and *VvFSD*, both coding for chloroplastic superoxide dismutases (SODs), showed different expression patterns: *VvFSD3* expression decreased progressively from 0.6 fold at 6 h to 0.4 fold at 24 h after treatment but increased to 1.8 folds after 48 h of treatment, whereas the expression of *VvFSD* showed a rapid increase as early as 6 h (14.6 fold) but declined gradually to a normal level at 48 h. The mitochondrial alternative oxidase *VvAOX2* also showed a rapid increase in expression (42.2 fold) as early as 6 h but declined gradually to a normal level at 48 h. It is also noticeable that the expression of the peroxisomal catalase isozyme-like *VvCAT1* was first down-regulated, decreasing progressively from 0.7 fold at 6 h to 0.5 fold at 24 h, but increased to 1.8 fold after 48 h of treatment. The initial downregulation of catalase expression may have contributed to the rapid accumulation of H_2_O_2_ [13], but its subsequent rise in expression may have prevented the buildup of a lethal level of H_2_O_2_. A rapid increase in the hemoglobin-2 (*VvHB2*) transcript was detected at 6 h (23.9 fold) and it reached its maximum expression (78.3 fold) at 12 h, but its transcript level dropped off from 15.33 at 24 h to 1.39 fold at 48 h, similar to that reported in an earlier study [7]. This result suggests that the intensive expression of hemoglobin 2 is triggered by the treatment at very early stage of the treatment and may be important in scavenging NO. Taken together, these results suggest that the two NADPH oxidases, VvRBOHE and VvRBOHA, may not be a key player in ROS generation, while VvPOD72, VvDOX1, VvGPX2, VvAPX3 and VvHB2 are important for ROS and NO scavenging, respectively (Fig. 5b). Overall, these results are in agreement with those obtained by microarray analysis after 24 h of treatment with HC (Table 2, Additional file 3).

## Discussion

HC has been frequently used to break endodormancy of floral buds in grape and several studies have been conducted to address its physiological and molecular basis [4, 8, 9, 13, 63]. However, study on its application to release paradormancy of grape floral buds in the summer has received very little attention. This study aimed to address the early mode of action of PHC, a combination of pruning and HC, with intact grape canes on its effective alleviation of bud dormancy in hot summer that results in uniform budbreak and floral development without chilling requirement. PHC induced budbreak much more rapidly and efficiently than P or HC alone, indicating a synergetic interaction between P and HC treatments (Fig. 1a). Compared to the long period of time required for budbreak by chilling [64], the rapid induction of budbreak by PHC observed in this study may in part be due to the nature of dormancy and the warm temperatures in the summer which accelerate metabolism and growth. Large amounts of H_2_O_2_, O_2_^•-^ and NO accumulated rapidly in the buds upon the treatments, especially by PHC (Fig. 3); and the amount of H_2_O_2_ in the buds increased almost linearly in the buds, reaching its maximum level within 12 h (Fig. 2). Moreover, the ROS levels accumulated are closely correlated with the percentage of budbreak among these treatments, and this strong, transient oxidative burst coincides with growth resumption in the buds (Fig. 1). Similarly, previous studies also showed that grape buds respond to HC and KC by eliciting ROS, such as H_2_O_2_ [18, 19, 65]. Thus, a combination of P and HC is most effective in eliciting rapid accumulation of ROS and release of the paradormant buds in summer grapevine.

To provide insights into the molecular basis of HC effect on breaking dormant buds in grapevine, we conducted transcriptomic analysis during budbreak. Our transcriptomic profile provided a clear link between gene expression and ROS accumulation during the early stage of budbreak. Upon PHC treatment expression of a number of specific genes was altered rapidly to accommodate the metabolic activities required for budbreak and growth resumption. As expected, the numbers of significantly up-/down-regulated genes were highest in PHC treated buds, compared to HC and P treated buds (Fig. 4a, b). Moreover, PHC exerted a higher intensity of regulation, relative to other treatments. Although P, HC and PHC induced dormant budbreak at varying degrees, many transcription factor (TF) and functional genes were commonly induced or suppressed by these treatments (Table 1). These genes/proteins must play important roles in budbreak response. Many of the upregulated TFs, such as WRKYs [66] and ERF (ethylene response factor) [67], are known to be involved in biotic and abiotic stress responses, whereas some other TFs, such as bHLH and NAM-B1, are related to cell and tissue development. For example, bHLHs exhibit a range of different roles in plant cell and tissue development [68], and NAM-B1 acts in a tissue specific manner to regulate monocarpic senescence and grain filling [69, 70]. Consistently, ethylene biosynthesis is reported to increase in grape buds in response to HC and HS treatments and plays a key role in dormancy release by activating ERFs [7], and the high levels of ethylene accumulated in the submerged tissues promote shoot elongation [71] and parenchyma formation [72].

Many of the upregulated functional genes, such as protein kinase, peroxidase, amine oxidase, PR proteins, expansin and extension, are related to plant defense responses and cellular growth. For example, protein kinases are universal signal transduction modules in eukaryotes [73]. Amine oxidase that catalyzes the oxidative de-amination of polyamines and production of H_2_O_2_ has been correlated with cell wall maturation and lignification during development as well as wound-healing and cell wall reinforcement during pathogen invasion [26]. Peroxidases that catalyze the reduction of H_2_O_2_ are known to be involved in cell wall loosening [74]. Thus, these two enzymes may be the key players of ROS metabolism in the cell wall during dormant budbreak in grapevine, as exerted by PHC. PR proteins are thought to be involved in plant defense responses [75] and response to infection by pathogens [76]. In addition, expansin is related to cell wall loosening [77], while extensins expressed under stress and non-stress conditions (e.g. wounding, methyl jasmonate, abscisic acid and salicylic acid) [78, 79] are related to defense and control of extension growth [80]. Thus, these commonly induced TF and functional genes in stress response, oxidative burst, hormonal regulation, and reprogramming of cellular developmental and physiological processes must play important roles in the ROS regulatory network leading to dormancy breaking and bud sprouting in grapevine. Earlier microarray analyses with detached grapevine canes also suggest that HC and HS break the dormant buds through the link between sublethal stress, mitochondrial activity, temporary hypoxic conditions, ethylene metabolism, ROS scavenging activity and cell enlargement during bud dormancy release [7, 52].

Among the down-regulated TFs, NAC is known to be involved in biotic and abiotic stress response, FUS3 controls multiple elementary processes during seed development [81], ABI5 is related to insensitivity to ABA in seed germination and during embryogenesis [82], and ATHB regulates root hair development and promotes procambial and cambial vascular cell differentiation [83, 84]. In addition, MYB regulates proanthocyanidian biosynthesis in grapes [85], and GATA-like has been implicated in light-dependent and nitrate-dependent control of transcription [86]. Among the down-regulated functional genes, chaperone dnaJ regulates heat shock response [87] for proper folding of newly synthesized polypeptides [88] and ubiquitin ligases is an important part of cellular regulation in Arabidopsis [89]. Most of these responses may reflect temporary impairment of normal metabolic activities under the oxidative stress conditions.

### Expression dynamics of ROS metabolism related genes

PHC triggered a rapid generation and accumulation of ROS and NO peaked at 12 h (Figs. 1b, 2 and 3), with a concomitant transcriptional activation of related genes peaked at 6–12 h post-treatment (Figs. 4 and 5). ROS levels are controlled by a network of generating and scavenging enzyme systems. For ROS generation, PHC highly induced *POD72*, but suppressed *RBOHE, RBOHA* and *POD12* at the early stages of treatment. Besides amine oxidase (Table 1), these results emphasize the importance of *POD72* and other peroxidase members in ROS generation in cell wall during paradormant bud break in the summer grapevine. Consistently, previous results also suggest that peroxidase activity is increased largely in grapevine buds upon fulfilment of chilling requirement [64] and it may play an important role in consumption or release of ROS and in cell wall modification [74]. In response to oxidative burst genes coding for the various antioxidant systems, e.g. *GPX2*, *CAT1*, *APX3*, *AOX2*, *DOX1* and *HB2*, were also rapidly turned on in the dormancy breaking buds to scavenge ROS and NO. As reported earlier, after 12–24 h of HC treatment, *GR*, *GST* and *APX* genes are upregulated in grapevine buds [7]. GPX and APX catalyze the reduction of hydrogen peroxide to water by using glutathione and ascorbate, respectively, as a specific electron donor [90]. In addition, glutathione is a strong detoxifying agent and has been shown to bind HC directly on its free thiol groups [91].

In Arabidopsis, α-DOX fatty acid dioxygenase protects oxidative stress and cell death [92]. *AOX1* is known to be induced by H_2_O_2_ and NO [93] and its expression is induced by both HS and HC application in grapevine buds during 96 h of treatment [7] and it may contribute to the reduction of both ROS and RNS generation through the respiratory chain in mitochondria [47]. Therefore, our results are in agreement with the earlier observations that detoxifying mechanisms are correlated with the temporary oxidative stress and H_2_O_2_ may act as a signal in the release of endodormancy in grapevine buds by HC [50]. Taken together, these results support a common mode of ROS regulatory network and its modulation in grapevine dormancy break. For detoxification of RNS, the expression of grapevine HB2 gene peaked at 6 h post-treatment by PHCN (Fig. 5b). Similarly, the expression of HB was markedly up-regulated in the HC treated buds in an earlier study with grape [7]. Besides being an O_2_ carrier, HB serves as an electron carrier during the conversion of NO to NO_3_ in various tissues [20, 54–57]. Therefore, VvHB2 may play a key role in preventing accumulation of excessive NO and its toxicity in grape buds during budbreak.

### Working model integrating physiological and molecular events during paradormancy release by PHC in grapevine buds

Earlier studies suggest a general model accounting for the major events occurring during artificially induced bud dormancy release [4, 5, 7, 13, 19, 21, 45]. Cellular hypoxia is considered the primary cause that induces budbreak while the increased levels of ROS and NO are the secondary products produced in response to hypoxia. Disturbance in mitochondria leads to a transient oxidative stress expressed as an increased level of ROS, decreased activity of TCA cycle and decreased production of ATP and increased production of ethylene. Alternative respiratory pathway, glycolysis, pyruvate metabolism and anaerobic respiration or fermentation is subsequently induced to cope with energy crisis. Our results are in general consistent with this model. However, there are unique features derived from this study that may be attributed to the nature of the plant material used. These studies mainly addressed the release of endodomancy by HC in the spring, while the present study was focused on the release of paradormncy of grapevine buds in the hot summer. For example, ABA is known to accumulate during the development of endodormancy in grapevine by suppression of bud meristem activity and its degradation mediated by ethylene is critical for dormancy release [5]. It is unlikely that well-irrigated grapevines in the summer accumulate ABA in the paradormant buds. In this study, pruning resulted in a budbreak rate of 33 % (Fig. 1a), which is consistent with paradormancy in the latent buds in the summer as regulated by plant growth regulators originating from other organs (e.g., auxin from the apical meristem), affecting apical dormancy [3, 4]. However, the hormone ethylene is clearly involved in growth resumption in both types of dormancy.

Based on our results and the literature, we propose a working model to integrate the early physiological and molecular events underlying the release of paradormancy by PHC in grapevine buds (Fig. 6). Upon PHC treatment, the release of cyanide [6, 14–16] rapidly disturbed aerobic respiration and resulted in cellular hypoxia, and the inhibition of catalase by cyanide promoted H_2_O_2_ accumulation. ROS (O_2_^•-^, H_2_O_2_,^.^OH) and RNS (NO) were also rapidly produced by NADPH oxidase/amine oxidase and NADH dependent nitrate reductase/arginine-nitric oxide synthase, respectively. The gaseous NO in turn served as an enhancer in the ROS regulatory network [46]. To prevent the accumulation of lethal levels of ROS/RNS and PCD, the expression of specific genes involved in various metabolic activities (e.g., AOX, SuSy) and antioxidant systems (e.g., FSD, POD72, APX3, GPX2, CAT1, HB2, and pigments) were induced. H_2_O_2_ and^.^OH activated Ca^2+^ channels and initiated signal transduction through protein kinase activity, leading to expression of specific stress-responsive TFs (e.g., HSFs, WRKYs, ERFs, HLHs, NAM-B1) to regulate ROS producing and scavenging pathways and cellular metabolism [40]. Apoplastic^.^OH in the presence of H_2_O_2_ and O_2_^•-^ interacted with cell wall component leading to modification of cell wall structure for expansion growth [94]. Whereas the ROS produced in the cytosol or transported from the apoplast served as signal molecules [15, 17] and triggered the expression of stress-induced specific TFs for the expression of related downstream functional genes responsible for dormancy breaking and growth resumption (e.g., hormone metabolism, expansin, extension) in grapevine buds. The accumulation of ethylene in the buds promoted cell elongation and chlorenchyma formation by activating related ERFs.

**Fig. 6:**
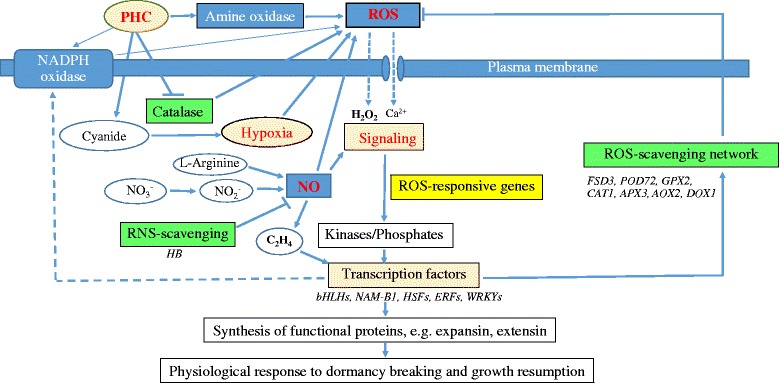
Proposed mechanistic model for paradormancy release by PHC in grapevine buds. Upon application, HC causes immediate cellular hypoxia through the action of released cyanide on aerobic respiration and inhibition of catalase activity and induces H_2_O_2_ production. ROS (O_2_^•-^, H_2_O_2_,^.^OH) and RNS (NO) are rapidly produced possibly by several enzymatic systems, such as NADPH oxidase, amine oxidase, nitrate reductase and arginine-nitric oxide synthase. H_2_O_2_ and ethylene act as signaling molecules activating genes involved in antioxidant defense systems. The antioxidant machinery and related pathways (e.g. FSD, POD, DOX, GPX, APX, AOX, HB, etc.) are upregulated to maintain ROS and RNS at sublethal levels to avoid PCD. H_2_O_2_ in the cell wall induces cell wall loosening and expansion. H_2_O_2_ also functions in anabolic, signaling and defense pathways and in the synthesis of the other ROSs,^.^OH in the presence of H_2_O_2_ and O_2_^•-^ exerts a wall loosening effect, and H_2_O_2_ also drives peroxidase-mediated cross-linking of structural cell wall components. In the signal transduction pathway, ROS triggers the expression of ROS responsive genes. H_2_O_2_ and^.^OH activate Ca^2+^ channels and initiate a signal transduction and activate protein kinase activity, which in turn activates different transcription factors to regulate ROS scavenging and ROS producing pathways. Finally, these transcription factors control the downstream functional gene expression responsible for dormancy release and growth resumption in grapevine buds. The accumulation of ethylene in the buds promotes cell elongation and parenchyma formation by activating related ERFs

It’s clear that the buildup of a sublethal level of ROS and RNS is a common denominator for bud dormancy release in grapevine in response to natural chilling, HS, P and HC treatments. Enhanced expression of the antioxidant enzymes GST, APX, GR, GPX, AOX and expansin is also reported by HC and HS treatment [7, 51, 52] and during the last stage of chilling requirement in grapevine [53, 64]. Also, genes related to ABA, auxin, ethylene and salicylic acid metabolism are commonly regulated by these treatments. The interplay among these growth regulators leads to cell expansion and division and growth resumption. Thus, judged from the fact that a repertoire of the similar genes is commonly induced by HC, HS, P and natural chilling in a temporary nature, this ROS/NRS regulatory network is essential for the release of bud dormancy in grape and possibly other plants as well.

## Conclusion

In summary, PHC effectively releases paradormancy in grapevine buds in the summer with a rapid accumulation of ROS and RNS and a concomitant transcriptional activation of related genes. Our transcriptional profiling links the rapid transcriptional activation of specific ROS related genes and accumulation of various ROS and RNS underlying the early physiological process during dormant bud break as affected by PHC. The key up-/down-regulated genes identified are all related to ROS metabolism in three important GO categories: peroxidase activity, antioxidant activity and transcription factor. Most of these genes exhibited a peak expression 6–12 h post-treatment, coinciding with the maximum accumulation of ROS at 12 h. The ROS scavenging activities mediated by various antioxidant systems avoid the buildup of lethal levels of ROS and RNS to trigger PCD. The sublethal levels of ROS in turn trigger cell wall loosening and the expression of genes (e.g. expansin, extensin) necessary for cell expansion and extension required for new bud growth as regulated by related hormones (e.g. ethylene). As the overall response to a number of dormancy releasing treatments is remarkably similar, this simplified working model of ROS regulatory network may describe the important molecular and biochemical events during budbreak in grapes and other species as well.

## Methods

### Plant material

The grapevine buds used in this experiment were collected in late August from the mature canes of 5-year-old plants (*V. vinifera.* x *V. labruscana* Bailey cv. Kyoho) grown in the research vineyard of the Taichung District Agricultural Research and Extension Station (Taichung DARES, 24°00’N, 120°53’E, elevation19 M), Changhua County, Taiwan. The day/night temperature in Taichung in Changhua was 27–34 °C/22–27 °C. Plants were fertilized on a regular basis and irrigated with drips on open orchard.

### Dormancy release by different treatments

In late August, uniform grapevine canes (with ca. 25 buds) were identified and divided into three blocks of randomized complete blocks for four treatments: water (as control; CK), pruning (P), 1 % (w/v or 12.5 mM) HC (H_2_CN_2_, 50 % stock, Dormex, SKW, Trostberg, Germany) and a combination of P and HC (PHC). All treatments were applied to the 8^th^ dormant buds from the base of cane. Control buds were sprayed with water until dripping, while buds for HC treatment was sprayed with 1 % (w/v) HC until dripping without pruning. For P treatment, the canes were pruned at 2 cm apart from the 8^th^ node, and for PHC treatment the buds on the 8^th^ node of the pruned canes were sprayed immediately with 1 % (v/v) HC until dripping. After 24 h of treatments, buds on ten single-nodes in each treatment were sampled in 3 replications, frozen immediately in liquid nitrogen and stored at −80 °C until RNA extraction. Freshly harvested buds before and after treatments were also used for microscopic examination, H_2_O_2_ assay, and in situ detection of H_2_O_2,_ O_2_^•-^ and NO. Rates of budbreak were assessed in 30 buds/treatment after 8 days of treatment.

### Microscopic observation of bud development after treatments

Grapevine buds were collected before and after 6, 12, 24, 48 and 96 h of treatments and fixed in FAA solution for 2 h, washed three times with 1X PBS buffer (13.7 mM NaCl, 0.27 mM KCl, 1 mM Na_2_HPO_4_, and 0.18 mM KH_2_PO_4_) and embedded into OCT (optimal cutting temperature) compound (Cryomatrix, Thermo Scientific). Longitudinal sections (10 μm thick) were cut with a microtome (Microm HM550, Thermo Scientific), mounted on glass slides, dehydrated at 60 °C for 1 h, and then stained with filtered 0.1 % Harris Hematoxylin solution (HHS, Sigma) for 10 min. Samples were rinsed in cool running double distilled H_2_O for 5 min, followed by 70 % and 100 % EtOH dehydration before dipping in 0.5 % Erosin (1.5 g dissolved in 300 mL of 95 % EtOH). Finally, the samples were equilibrated in xylene solution before mounting and covering with Leica CV mount. Images of sections were captured with a light microscopy (Axio Imager 2, Carl Zeiss).

### Ferric xylenol orange assay of H_2_O_2_

Frozen grapevine buds (0.10 g) harvested before and during treatments were ground to fine powder in liquid N_2_ and then suspended in 2 mL of 80 % ethanol. After centrifugation, 100 μL supernatant was mixed with 1 mL of reaction solution containing 25 mM H_2_SO_4_, 100 μM xylenol orange, and 250 μM ferrous ammonium sulphate, following the protocol for hydroperoxide assay with the ferric-xylenol orange (Fe-XO) complex [62]. After incubation in the dark for 30 min, the absorbance was read at 560 nm with 100 μM xylenol orange as blank.

### In situ H_2_O_2_, O_2_^•-^ and NO detection by fluorescence microscopy

For in situ staining of H_2_O_2_, O_2_^•-^ and NO, dormant grapevine buds treated with P_,_ HC, PHC and water (as a control) for 12 h were sectioned (10 μm thickness) and stained for H_2_O_2_, O_2_^•-^ and NO with 25 μM 2’, 7’-dichlorofluorescin diacetate (DCF-DA, Calbiochem, San Diego, CA, USA) [95], 10 μM dihydroethidium (DHE, Calbiochem, San Diego, CA, USA) [96], and 10 μM 4,5-diaminonaphthalene (DAF-2DA, Calbiochem, San Diego, CA, USA) prepared in 10 mM Tris-HCl (pH 7.4), respectively. For negative controls, sections were incubated sequentially with 1 mM sodium pyruvate (H_2_O_2_ scavenger), 1 mM tetramethylpiperdinooxy (O_2_^•-^ scavenger), and 1 mM carboxy-PTIO; 2-(4-Carboxyphenyl)-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide potassium salt (NO inhibitor), respectively. The bud sections were subsequently washed twice in 1X PBS buffer (13.7 mM NaCl, 0.27 mM KCl, 1 mM Na_2_HPO_4_, and 0.18 mM KH_2_PO_4_) for 15 min each and then embedded in 30 % polyacrylamide blocks. The sections were mounted on glass slides and images captured with a fluorescence microscope (Axio Imager 2, Carl Zeiss).

### RNA extraction and microarray analysis

Frozen grapevine buds were ground to fine powder in liquid N_2_ and RNA was extracted following the protocol of a previous study [97]. Total RNA was purified by RNeasy plant mini columns (Qiagen, Valencia, CA, USA) following the manufacturer’s guide, and RNA quality was verified by 2100 Bioanalyzer RNA 6000 nano chip (Santa Clara, CA. USA). The RINs (RNA Integrity Number) for the RNA samples ranged from 8.6 to 10.0, indicative of low degradation.

### Probes and gene expression microarray

The whole genome mRNA sequences of grape were downloaded in FASTA format from http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/8X/annotation/Vitis_ vinifera_mRNA v1.fa and saved into a text file. Sequences in text format were downloaded to the eArray web design application from Agilent Technologies (Santa Clara, CA, USA) for probe design. One probe per target was designed in the sense orientation with a 3ʹ bias, using base composition methodology as recommended by the manufacturer for gene expression arrays. The best probes were used for generating a custom microarray arranged in a 4 × 44 K format, using a randomized lay-out. Each array included 30,128 probes (i.e., 30,128 genes, each gene with 1 probe), 60 bp in length, 1264 positive (spike-in) controls and 153 negative control probes distributed across the array. Positive controls were used as a quality control of the cRNA synthesis, labelling and hybridization steps, whereas negative controls were included to estimate fluorescence background and background variance.

### Microarray analyses

Microarray experiment procedures were carried out following the manufacturer’s protocols. Briefly, 1 μg of total RNA was amplified by an Agilent Quick Amp Labeling Kit (Agilent Technologies, USA) and labeled with Cy3-CTP or Cy5-CTP (Agilent Technologies, USA). During the in vitro transcription process the treatment sample RNA was labeled by Cy5 and the control sample RNA was labeled by Cy3. 0.825 μg of Cy-labeled cRNA was fragmented to an average size of about 50–100 nucleotides by incubation with fragmentation buffer (Agilent Technologies, USA) at 60oC for 30 min. Correspondingly fragmented labeled cRNA is then pooled and hybridized to Agilent Whole Grape Genome 4x44K oligo microarray (Agilent Technologies, USA) at 65 °C for 17 h. After washing and drying by nitrogen gun blowing, microarrays were scanned with an Agilent microarray scanner (Agilent Technologies, USA) at 535 nm for Cy3 and 625 nm for Cy5. Scanned images were analyzed by Feature Extraction software 10.5 (Agilent Technologies, USA) to quantify signal and background intensity for each feature, and the data were normalized by rank-consistency-filtering LOWESS method. Finally, the GenSpring (Agilent Technologies, USA) software was used to identify significant differentially expressed genes (DEGs). The raw data is available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/info/linking.html) under the accession GSE86163.

### Differentially expressed gene annotation and functional categorization

A cutoff value of 2-fold change (i.e. the absolute value of log_2_ ≥ 1) was adopted to identify genes that were differentially expressed and considered as potential candidate genes involved in the response to treatments. Gene Ontology (GO) analysis for gene information annotation and functional category distribution frequency was performed using the ErmineJ (version 3.0.2) software (max class size = 1500, min class size = 5) [98]. GO terms were assigned according to the gene ontology (www.go_daily-termdb.rdf.xml.gz) and the DBgrapego gene annotation analysis (http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/8X/annotation/prot2go.filtered).

### Quantification of gene expression by quantitative RT- PCR (qRT-PCR)

For qRT-PCR quantitation of gene transcripts upon PHC treatment, grapevine canes were pruned to the 8^th^ dormant buds from the base and the 8^th^ dormant buds were immediately treated with 1 % (w/v) HC. Total RNA was extracted at 0, 6, 12, 24, 48 h post-treatment. For each time point, three replicates of bud samples were harvested for RNA extraction. First strand cDNAs was synthesized from 2 μg of total RNA using High Capacity cDNA Reverse Transcription Kit (P/N4368814, ABI, USA), according to the manufacturer’s instruction. Based on the results of microarray analysis, twelve grape genes, including five, six and one genes coding for ROS-generating, ROS-scavenging and NO-scavenging enzymes, respectively, were selected for quantification of gene expression by qRT-PCR. The forward and reverse primers for candidate and reference genes (Additional file 4) were designed using the primer Express® Software v2.0 (ABI, USA). A set of primers was designed for the eukaryotic initiation factor (*eIF4A*, accession #CO168508) [64], which served as a reference gene. qRT-PCR was performed using ABI PRISM 7500 Sequence Detection System (ABI, USA). One μL of synthesized cDNA was diluted five folds with water and used as template. Each assay was replicated three times. The amplification of target genes was monitored every cycle by SYBR-Green fluorescence (ABI, USA). PCR amplification begun with an initial denaturing step at 95 °C for 10 min, followed by 40 cycles of amplification at 95 °C for 15 s, 60 °C for 60s, 1 cycle of 95 °C for 15 s, 60 °C for 60 s, 95 °C for 15 s and 60 °C for 15 s.

## Additional files

Additional file 1: Changes in transcript abundance and clustering of significant differentially expressed genes. Changes in transcript abundance (M/A plot) from the top to bottom, relative mRNA abundance in P (A), HC (B) and PHC (C). The Y- and X-axis show M (log_2_ (Normalized Expressions Ratio) (by rank consistency-filtering LOWESS method) and A (log_2_ (gBGSubSignal x rBGSubSignal)^1/2^, representing the average signal of the two channels for each gene) obtained from microarray data, respectively. (DOCX 109 kb) Additional file 2: 239 up- and 106 down-regulated genes that were common regulated by P, HC and PHC treatments. (XLSX 34 kb) Additional file 3: Gene expression levels in ROS-related GO categories. The expression levels of significantly up-/down-regulated genes in the categories of ROS-generating, ROS-scavenging, ROS-specific transcription factors and NO-scavenging in grapevine buds treated with P, HC and PHC for 24 h, as revealed by ErmineJ analysis. (XLSX 20 kb) Additional file 4: List of primers used for qRT-PCR. (DOCX 16 kb)

## Abbreviations

ABI5: Abscisic insensitive
ADH: Alcohol dehydrogenase
AOX: Alternative oxidase
APX: Ascorbate peroxidase
Carboxy-PTIO: 2-(4-carboxyphenyl)-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide potassium salt
CAT: Catalase
DAF-2DA: 4,5-diaminonaphthalene
DCF-DA: 2’,7́-dichlorofluorescin diacetate
DEGs: Differentially expressed genes
DHAR: Dehydroascorbate reductase
DHE: Dihydroethidium
ERF: Ethylene responsive factor
FAA: Formalin-acetic acid-alcohol
Fe-XO: Ferric-xylenol orange
GO: Gene ontology
GPX: Guaiacol peroxidase
GR: Glutathione reductase
GST: Glutathione S-transferase
HCN: Hydrogen cyanamide
KCN: Potassium cyanide
LOXs: Lipoxygenases
MDHAR: Monodehydroascorbate reductase
NO: Nitric oxide
NOS: Nitric oxide synthase-like
NOXs: NADPH oxidases
OCT: Optimal cutting temperature
P: Pruning
PBS: Phosphate-buffered saline
PCD: Program cell death
PDC: Pyruvate decarboxylase
PHCN: Pruning plus hydrogen cyanamide
qRT-PCR: quantitative RT-PCR
RBOHs: Respiratory burst oxidase homologues
RNS: Reactive nitrogen species
ROS: Reactive oxygen species
SNP: Sodium nitroprusside
SODs: Superoxide dismutases
SuSy: Sucrose synthase
TFs: Transcription factors
Trxh: Thioredoxin h
VvAOX: Vitis vinifera alternative oxidase 2
VvAPX3: Vitis vinifera ascorbate peroxidase 3
VvCAT1: Vitis vinifera catalase isozyme 1-like
VvDOX1: Vitis vinifera alpha-dioxygenase
VvERF: Vitis vinifera ethylene response element transcription factor
VvFSD: Vitis vinifera superoxide dismutase
VvFSD3: Vitis vinifera superoxide dismutase 3
VvGPX2: Vitis vinifera glutathione peroxidase 2
VvHB2: Vitis vinifera hemoglobin-2
VvHSF: Vitis vinifera heat stress transcription factor
VvPOD12: Vitis vinifera peroxidase 12
VvPOD72: Vitis vinifera peroxidase 72
VvRBOHA: Vitis vinifera respiratory burst oxidase homolog protein A
VvRBOHE: Vitis vinifera respiratory burst oxidase homolog protein E
VvWRKY: Vitis vinifera WRKY transcription factor

# Supplementary material for: Hydrogen cyanamide breaks grapevine bud dormancy in the summer through transient activation of gene expression and accumulation of reactive oxygen and nitrogen species
**Source:** BMC Plant Biol. 2016 Sep 15;16:202. doi: 10.1186/s12870-016-0889-y
**Supplement:** Additional file 1: — Changes in transcript abundance and clustering of significant differentially expressed genes. Changes in transcript abundance (M/A plot) from the top to bottom, relative mRNA abundance in P (A), HC (B) and PHC (C). The Y- and X-axis show M (log2 (Normalized Expressions Ratio) (by rank consistency-filtering LOWESS method) and A (log2 (gBGSubSignal x rBGSubSignal)1/2, representing the average signal of the two channels for each gene) obtained from microarray data, respectively.

**Additional file 1. Changes in transcript abundance and clustering of significant differentially expressed genes.**

Changes in transcript abundance (M/A plot) from the top to bottom, relative mRNA abundance in P (A), HC (B) and PHC (C). The Y- and X-axis show M (log_2_ (Normalized Expression Ratio) (by rank-consistency-filtering LOWESS method) and A (log_2_ (gBGSubSignal x rBGSubSignal)^1/2^, representing the average signal of the two channels for each gene) obtained from microarray data, respectively.

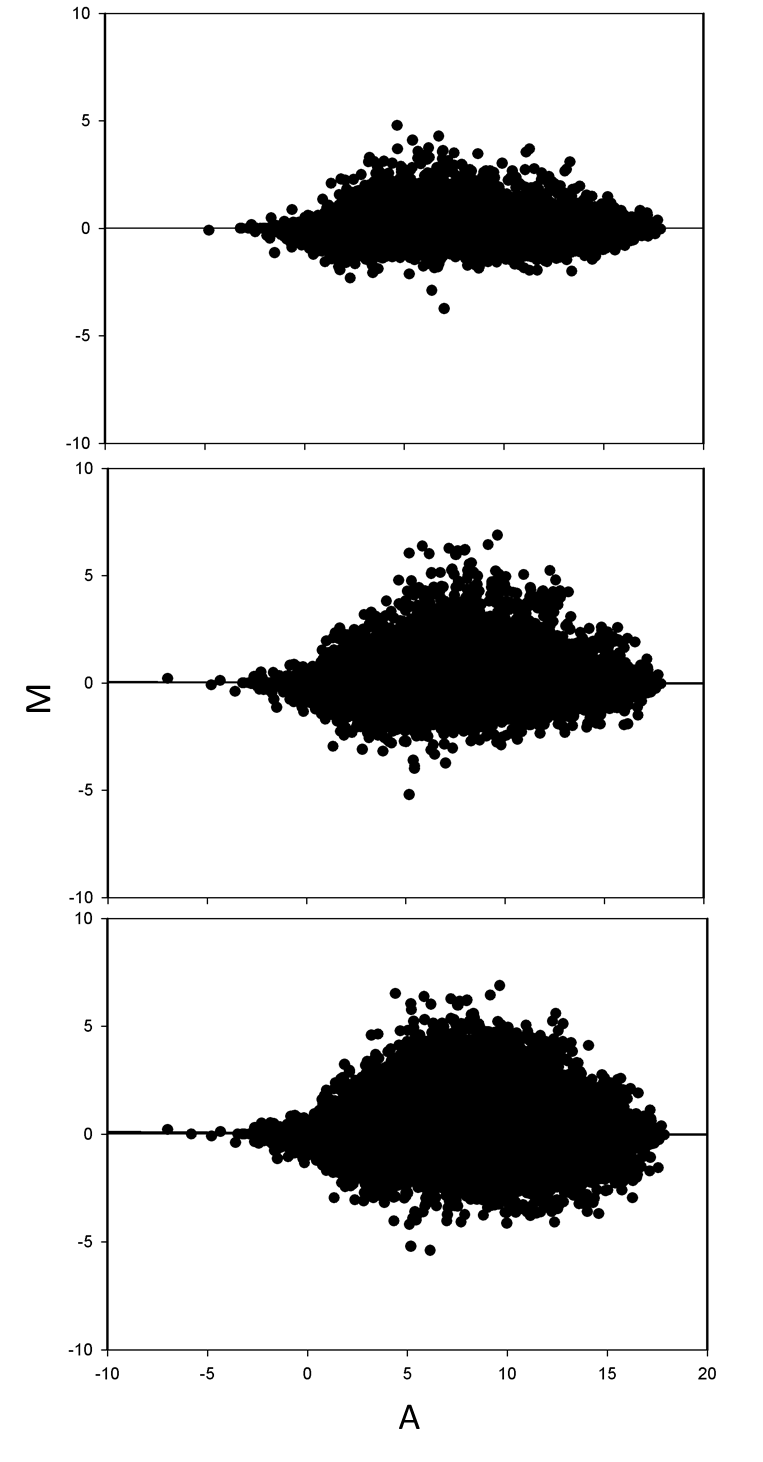

(C) PHC

(B) HC

(A) P

# Supplementary material for: Hydrogen cyanamide breaks grapevine bud dormancy in the summer through transient activation of gene expression and accumulation of reactive oxygen and nitrogen species
**Source:** BMC Plant Biol. 2016 Sep 15;16:202. doi: 10.1186/s12870-016-0889-y
**Supplement:** Additional file 4: — List of primers used for qRT-PCR.

**Additional file 4: List of primers used for qRT-PCR.**

| **Gene Locus ID** | **Gene description** | **Primers** |
| --- | --- | --- |
| 1. *GSVIVT0001638600* | Vitis vinifera respiratory burst oxidase homolog protein E (VvRBOHE) | F: ATTATAGCCGCACGTACGATTTC  R: CTCCCCCGACGGCATAGT |
| 2. *GSVIVT00002525001* | Vitis vinifera respiratory burst oxidase homolog protein A (VvRBOHA) | F: CCCCCCAGTTCCGTTACAA  R: GGAGAAACTGCAGGGCATTG |
| 3. *GSVIVT00031598001* | Vitis vinifera peroxidase 72 (VvPOD72) | F: TGCCCCTGGCCTGCTT  R: GCATCACAGCCCCTGACAA |
| 4. *GSVIVT00031723001* | Vitis vinifera peroxidase 12 (VvPOD12) | F: CGCCGCTGGCTTGCT  R: GGCATCACATCCCTGAACAAA |
| 5. *GSVIVT00020782001* | Vitis vinifera apha-dioxygenase 1 (VvDOX1) | F: ATGCGCGCCAATTGGT  R: GCCCAAATGTGTCCTTGAATTT |
| 6. *GSVIVT00001920001* | Vitis vinifera glutathione peroxidase 2 (VvGPX2) | F: GCATTTCCTTGCAACCAGTTTC  R: GCAGCTTCCAGAATTTCCTCAT |
| 7. *GSVIVT00004080001* | Vitis vinifera catalase isozyme 1-like (VvCAT1) | F: GGACAGGCAAGAGCGTTTCA  R: GGTGACCCTTGGATCAGACAA |
| 8. *GSVIVT00036747001* | Vitis vinifera cytosolic ascorbate peroxidase (VvAPX3) | F: GAGCCCTGGAAGTTCGACAA  R: CAATCGCTTGGTTGATGATTTC |
| 9. *GSVIVT00007083001* | Vitis vinifera superoxide dismutase [Fe] 3, chloroplastic (VvFSD3) | F: TGCCCCAAGCTCCAAAATC  R: TGAAGCTTTTTGTGATCCATGAA |
| 10. *GSVIVT00014163001* | Vitis vinifera superoxide dismutase [Fe], chloroplastic (VvFSD) | F: GCTCAAGCCTCCTCCATATCC  R: CCAACGTCTCACGGCTCAT |
| 11. *GSVIVT00003173001* | Vitis vinifera alternative oxidase 2, mitochondrial (VvAOX2) | F: GACGGGCTCGGAAAATGG  R: GGCACGCCCCAGTAGCT |
| 12. *GSVIVT00036443001* | Vitis vinifera hemoglobin-2 (VvHB2) | F: GGCTGTTTTTGTTATGACTTGTGAA  R: CTCACTGTCACTTTGCCAGCTT |
| 13. *eIF4A* | Eukaryotic translation initiation factor 4A (reference gene) | F: ATGAACTTGCGCGAGGAGTT  R: GACCCCTCACACAGGGAATG |

How the deposited data were processed for this re-analysis (not part of the article)

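Buds of grapevine canes were sampled 24 h after pruning, hydrogen cyanamide or both, in 3 arrays per treatment, each array carrying treated RNA in Cy5 and water-treated control RNA in Cy3. The intensity values of the files are linear signals per spot and channel that the authors' Feature Extraction software made, as mean pixel signal, as background-subtracted signal and as background-subtracted and dye-normalized signal. The log2 values are the authors' log2 of Cy5 over Cy3 within an array after background subtraction and rank-consistent LOWESS, and the ratio values are the same quantity on the linear scale, per the file headers. The p-value column was made by the authors' software as a p per spot for a log ratio of 0 and was not used. The series table gives the same log2 values, rounded, and differed by at most 0.005. No slide or scan batch is given.

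Spots marked as outliers were left out, 81 probe values in all, 54 tested probes having a value left out, and 0 spots were saturated. Of 30128 probes 3733 were dim and were left out of the tests. Between 80.6 and 88.9% of the probes of an array were well above background in Cy3 and between 83.6 and 90.3% in Cy5. The log2 ratios were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, jsonlite 2.0.0), with a mean per treatment, 6 residual degrees of freedom and a prior of 2.74, and moderated p-values were adjusted by Benjamini-Hochberg within each comparison. The comparisons were each treatment against its controls, the 3 differences between treatments, and the departure of PHC from the sum of P and HC. Spreads of log2 ratios were compared with exact permutation tests over 20 regroupings. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Given simulated changes, the fit recovered 88, 88, 100 and 100% of changes of log2 size 1.5, 2, 3 and 4 for P, 88, 84, 92 and 100% for HC, and 76, 92, 94 and 100% for PHC when tested on simulated data, with 0 in the wrong direction and 0.529, 3.19 and 3.72% of the calls false. The simulated noise was normal and independent between probes and arrays, with 50 changed probes of each size per treatment. Shared control signal and dye effects were not simulated, so these rates need not hold for the real arrays.

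Each of 39 gene lists was written as words before the data were examined and matched to the description of the Arabidopsis homolog alone, so that families named only by the paper's tables had few or no members, and 12 lists had none. The 16 lists with at least 5 tested members were tested with camera at its preset correlation of 0.01, with an estimated correlation and with fry: class III peroxidases, amine oxidases, hypoxia and fermentation, glycolysis, pathogenesis-related proteins and chitinases, bHLH, MYB, heat shock proteins, pectin-modifying enzymes, extensins and proline-rich proteins, cell cycle and DNA replication, cytosolic ribosomal proteins, photosynthesis, abscisic acid and dehydration, auxin, and the respiratory chain. The word for respiratory burst oxidases was narrowed afterwards because it also matched carbohydrate. The abscisic acid list also matched a dem-related gene by its wording. Camera was also run over 86 GO terms of the homologs with at least 20 tested probes, a scan added after the data were seen. Of 96 tests of a list 17 passed the threshold, and 0 with an estimated correlation, and over GO terms 62 and 0.

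The genes named are every gene of Table 3, every gene or family that the paper's results name and its tables pair with an identifier, and, for each treatment, the 8 largest rises and 8 largest falls among called probes of one sign on the 3 arrays, well above background in both channels on at least 2 of them and with an informative name, with 5 each way for each difference between treatments. The rule was written when the values in the paper's tables had been seen. Members of lists named outside it, such as the alcohol dehydrogenases, the pyruvate decarboxylase and the genes in the closing section that no table of the paper names, were chosen after their values were seen.

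Arrays of one number share a control label across treatments. In a check of pairing, 8 of 9 same-number pairs had correlated deviations (r over 0.1; 0.00285 to 0.628), and Cy3 signals correlated at 0.994 to 0.998 within a number and 0.978 to 0.993 between numbers, so shared controls were simulated and a replicate block was tried. Log2 ratios correlated at 0.516 to 0.846 between P arrays, 0.504 to 0.661 between HC arrays and 0.823 to 0.916 between PHC arrays. The alternatives tried were normexp (offset 50) with loess or with median centring, scaling to one spread, the series table, other filters on dim probes, other thresholds, an unmoderated p and limma on each treatment's own arrays, array quality weights, a replicate block, and each array left out. The array quality weights were 4.06 for HC replicate 1, 0.247 for HC replicate 2 and 0.194 for HC replicate 3, so weighted values after HC rest mostly on 1 array. A single left-out array leaves 2 arrays in its treatment, and the spread is then pooled over the 3 treatments. Quantitative PCR, budbreak and staining are not in the files and were not examined beyond what the paper prints.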

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

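The tests of pruned HC canes and of a dye effect were chosen only after the results were seen, as were the GO terms. Some probes moved in opposite directions under different treatments: 33 were lower under HC and higher under PHC, 18 were higher under P and lower under HC, and 3 were higher under HC and lower under PHC. These counts hold under the authors' normalization. Under it 1254 probes in all were lower under HC, against 466 with normexp and loess and 297 with median centring. A prephenate dehydrogenase family gene (GSVIVT00003278001), of tyrosine synthesis, rose after P and PHC by 1.28 and 2.73 and had -1.05 after HC, just past the 2-fold limit. It differed by 3.78 between PHC and HC (adjusted p = 6.6e-04), and it was chosen after its values were seen. VvRBOHE differed between PHC and HC by -2.17, a difference between treatments that was itself tested (adjusted p = 0.0018).

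The paper does not discuss a rise of ribosomal, histone or carboxypeptidase genes. Of 63 cytosolic ribosomal protein probes 41 were higher under PHC, with 20 higher and 0 lower than under HC at the same threshold. Of 50 probes of the GO term for the nucleosome 18 were higher and 3 lower under PHC, and of 55 of the term for serine carboxypeptidase activity 24 were higher and 2 lower. With an estimated correlation the sets did not pass the test (adjusted p = 0.264, 0.882 and 0.882).

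Probes that changed under P changed mostly under PHC and less often under HC, where 26.5% of those higher and 45.7% of those lower were called too. In counts, 192 higher and 69 lower were shared with HC, against 37.4 and 7.17 for independent lists. With PHC, which called more probes, 662 and 135 were shared, against 97.6 and 17.6. Had the HC canes been pruned, as the sample labels say, HC would move these probes as PHC does, but over the 876 probes called under P the median HC change in the direction of P was 0.57 (0.22 to 0.79 over the HC arrays), against 2.18 to 2.45 over the PHC arrays, which argues against it. Chance differences between the shared controls of the replicates are argued against by a covariance of P and PHC 18.9 times the simulated one. An offset common to all control samples was not simulated. A response to pruning, which P and PHC share by design, stays open as a hypothesis found on the same data.

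Probes changed under all 3 treatments numbered 244. A dye effect of the probe, present on every array, would give equal ratios, but the median difference of PHC from P in the direction of the call was 1.16 (quartiles 0.74 and 1.65), and 75% differed between a pair of treatments, so a dye effect is argued against as the whole cause and stays open for the 61 that did not differ. Chance values of shared controls gave 7.33% as many probes at an unadjusted p, and an offset common to all control samples was not simulated. A response common to the 3 treatments may remain for the others.

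Arrays of replicate 1 deviated together from the other arrays. Where a control sample differed, the ratio's deviation would correlate negatively with the Cy3 deviation on the replicate 1 arrays of the other treatments, and the mean correlation was -0.467 (-0.520 to -0.395), so a control sample that differs may contribute. It was -0.385 for replicate 2 and -0.419 for replicate 3, so this is not special to replicate 1. The correlation with the Cy5 deviation was 0.164 (0.113 to 0.203), and a difference of the treated samples, biological or technical, cannot be told apart from it because a replicate number has a single control label.

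With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, with 1 as large as the real one in each case, itself: 3663 probes between PHC and HC, 2552 between PHC and P and 1710 between HC and P, against 0 in the highest other split of each. For each treatment against its controls there are 4 choices of sign, again too few, with 1 as large: 876 probes under P, 2616 under HC and 6635 under PHC, against 0, 2 and 0 in the highest other.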

How the results depend on the processing

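Alternatives that combine no filter on dim probes with another threshold, and for gene lists the replicate block and the left-out arrays, were chosen after seeing the data, and the others were set before the data were examined. The cause was not tested except where the setting's construction shows it. Under the series table, no filter alone and both channels above background on all 9 arrays, every count of probes was within 1.5 times its value. Of 426 changes followed over 134 named genes, 355 kept their side of the threshold with normexp and loess, 342 with normexp and median centring, 357 with one spread, 384 with array weights and 409 with the replicate block, and 371 to 413 with an array left out. Precision is limited by 3 arrays per treatment with a median Cy3 signal of 135 to 271 over a background of 27.7 to 32.3. A block for slide or scan date was not run, since none is given.

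With normexp and loess, probes higher and lower under P were 458 and 71, lower under HC 466, lower under PHC 1925, under all 3 treatments 103 higher and 35 lower, and 1138 differed between HC and P. With normexp and median centring, 39 were lower under P, 297 lower under HC, 5486 higher and 747 lower under PHC, 16 lower under all 3 treatments and 161 in the departure from additivity, and the spread differed by 0.412 for PHC minus P and 0.201 for HC minus P. Reversed under it were 12-oxophytodienoate reductase 11 (GSVIVT00021918001) under P at -0.50, a stilbene synthase 4 (GSVIVT00007777001) under P at -0.0855, HEC2 (GSVIVT00019502001) at -0.32 under P and -0.12 under HC, CKX3 (GSVIVT00033806001) under P at -0.11, dirigent protein 7 (GSVIVT00024739001) under P at -0.0610 and extensin-1-like (GSVIVT00033064001) under PHC at -0.0907. Scaled to one spread, which by construction removes a difference in spread, 1732 were higher and 928 lower under P, 2079 higher and 1446 lower under PHC, 269 higher and 215 lower under all 3, 1539 differed between PHC and HC and 220 between PHC and P, and spreads differed by -0.0367, -0.0609 and -0.0242 for PHC minus HC, PHC minus P and HC minus P.

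With no filter on dim probes and a 2-fold mean alone, 278 were lower under P, 104 lower under all 3, 2926 differed between HC and P and 3482 departed from additivity, and with no filter, 2-fold and an unadjusted p 234 were lower under P and 2155 departed from additivity. 2-fold and an unadjusted p gave 2135 for additivity. An adjusted p with no fold limit gave 1890 and 1304 under P, 3805 and 5120 under HC, 7007 and 7674 under PHC, 851 and 891 under all 3, 7531 between PHC and HC, 5759 between PHC and P and 2812 between HC and P, since fewer conditions are asked. A 2-fold mean alone gave 2630 between HC and P and 2935 for additivity. An unmoderated p on own arrays gave 830 lower under HC and 96 higher under all 3. Array quality weights gave 1909 lower under HC, 272 higher under all 3, 2955 between HC and P and 3011 for additivity. The replicate block gave 1375 for additivity, 818 and 177 under P and 2136 between HC and P, and moved class III peroxidases under HC to an adjusted p of 0.0435. The share of probes with at least a 2-fold ratio, in place of the spread, differed by 10.2, 21.3 and 11.1 points for PHC minus HC, PHC minus P and HC minus P.

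With an estimated correlation no gene list passed the test. Adjusted p was, under P, 0.306 for hypoxia, 0.100 for glycolysis, 0.232 for pectin, 0.100 for cell cycle and 0.245 for ribosomal genes, under HC 0.258 for glycolysis, 0.389 for ribosomal and 0.258 for photosynthesis genes, under PHC 0.251 for glycolysis, 0.251 for cell cycle and 0.264 for ribosomal genes, for PHC minus HC 0.321 for cell cycle and 0.321 for ribosomal genes, for PHC minus P 0.383 for ribosomal genes, and for HC minus P 0.197 for class III peroxidases, 0.266 for cell cycle and 0.266 for photosynthesis. By fry further lists passed, under P heat shock proteins (0.00867) and auxin (0.00828), under HC class III peroxidases (1.03e-04), amine oxidases (5.58e-04), hypoxia (0.0028), MYB (0.0473), heat shock proteins (0.0014), pectin (0.0164), abscisic acid (0.0238), auxin (0.0115) and the respiratory chain (0.00892), under PHC amine oxidases (0.00311), hypoxia (1.03e-04), bHLH (0.0245), MYB (6.24e-04), heat shock proteins (2.07e-04), pectin (7.05e-05), extensins (0.038), photosynthesis (6.24e-04), abscisic acid (0.00922), auxin (5.05e-04) and the respiratory chain (1.03e-04), for PHC minus HC peroxidases (0.00349), hypoxia (0.0481), glycolysis (0.00392), pathogenesis-related proteins (0.0335), MYB (0.0481), pectin (0.00392), photosynthesis (0.044) and the respiratory chain (0.018), for PHC minus P glycolysis (0.00379) and the respiratory chain (0.00738), and for HC minus P amine oxidases (0.0448). With members above background in both channels, fewer genes being tested, adjusted p was 0.190 for pectin under P, 0.0812 for glycolysis under HC, and 0.0583 for class III peroxidases, 0.0583 for cell cycle and 0.0583 for photosynthesis in HC minus P.

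With each array left out, probes higher under P ranged from 208 to 795 and lower from 48 to 158, under HC from 1300 to 1677 and from 1115 to 1865, under PHC from 3248 to 3729 and from 2738 to 3402, under all 3 from 72 to 241 and from 28 to 83, between PHC and HC from 2631 to 4626, between PHC and P from 1613 to 2768, between HC and P from 1067 to 2404, and for additivity from 0 to 1637. The lowest values for P, for all 3 and for HC against P came without P replicate 2, and the highest for additivity without HC replicate 2. Adjusted p ranged from 0.0258 to 0.151 for glycolysis under HC, 0.00731 to 0.123 for photosynthesis under HC, 0.0110 to 0.0569 for cell cycle in PHC minus HC, and in HC minus P from 0.00714 to 0.101 for class III peroxidases, 0.0243 to 0.117 for cell cycle and 0.00714 to 0.110 for photosynthesis.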

Differences from the paper's values

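The paper's thresholds are 2-fold and p under 0.05 in the legend of Fig. 4, and its methods give the 2-fold limit alone. Its text names no adjustment, and the values here use an adjusted p unless stated. Settings without a filter on dim probes combined with another threshold were chosen after seeing the values, and the other settings were set before the data were examined. No filter with a 2-fold mean alone gave 951 higher under P, 1642 higher and 1493 lower under HC, and 3780 and 3257 under PHC. The paper's counts of 965, 1662, 1511, 3783 and 3261 thus lie near those of a 2-fold limit without a p. The paper gives 287 genes lower under P, and 151 were found. A 2-fold mean alone gave 194, within 1.5 times the paper's, and the other settings set before did not, while no filter with a 2-fold mean gave 278 and no filter with 2-fold and an unadjusted p gave 234, both chosen after seeing the values. The paper gives 106 genes lower under all 3 treatments, and 68 were found. The gap was within 1.5 times with 2-fold and an unadjusted p (84), a 2-fold mean alone (89), array quality weights (77), the replicate block (82), and without HC replicate 1 (74) or HC replicate 3 (83), and not with the others, and the combinations chosen after seeing the values gave 104 and 95. The first of them holds 234 of the paper's 239 common higher genes and 104 of its 106 common lower genes, so it drops 5 and 2.

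For genes up-regulated by the 3 treatments the paper's figure legend counts 6410, and 4108 distinct probes were found. The legend's number equals the sum over the 3 treatments, and the like sum of the values found is 5639, within 1.5 times of it. The number of distinct probes was within 1.5 times with normexp and median centring (5823), an adjusted p with no fold limit (8268), a 2-fold mean alone (4308), array quality weights (4622) and without HC replicate 2 (4457) or PHC replicate 2 (4321), not with the other settings set before, and the combinations chosen after seeing the values gave 4590 and 4417.

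The paper counts 1 VvDOX1 gene higher under P, and 0 were called. It was called with normexp and median centring, one spread, 2-fold and an unadjusted p, a 2-fold mean alone, array quality weights, the replicate block and without P replicate 1, and with both combinations chosen after seeing the values, and not with the others. For VvFSD under PHC the paper counts 1 higher and 1 lower, and 2 were higher and 0 lower. The paper's log2 change of VvFSD (GSVIVT00014163001) under PHC is -1.60 in its table and -1.6 in its additional file, and 1.60 was found, and the paper's log2 change of peroxidase 11 (GSVIVT00021203001) under P is -0.72 and 0.72 was found. These 4 values differed in every setting. Of the additional files' values, 1035 of 1035 and 304 of 309 lie within 0.01 of those found, and the median ratio of their errors to the SEM is 1.00, although single errors in the paper's Table 3 differ from it, such as 0.06 for VvRBOHE under PHC, where the SD is 0.33 over 3 arrays.

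The paper states that VvRBOHE rose under P and HC, and its table gives log2 changes of 0.30 and 1.11. The values were 0.30 and 0.95, neither called, and the second was called without HC replicate 1 (1.08). It states that most VvPOD genes rose. Over 33 tested genes, 8 rose and 12 fell under HC, while 8 rose and 1 fell under P and 15 rose and 10 fell under PHC. The tally under HC goes against the statement under the authors' normalization, and it turned with normexp and loess and with median centring. With no filter and a 2-fold mean, chosen after seeing the values, 10 rose and 14 fell under HC, as in the paper's table, and 8 VvERF genes rose and 6 fell under HC, where 8 and 5 were found. It names peroxidase 10 among genes lower under all 3 treatments. Its change under P was -0.99, short of 2-fold, and it was called with one spread (-1.49). It names ATHB-2, and its additional file lists ATHB-12 and no ATHB-2.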

Other observations

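The GO terms were added after the data were seen, and the genes named here outside the paper's tables were chosen after their values were seen. Cytosolic ribosomal proteins rose after PHC (median 1.18, 41 of 63 called), and had a median of 0.40 after P and of 0.32 with 5 called after HC (camera, adjusted p = 1.47e-17, 2.21e-13 and 5.31e-07; adjusted p = 0.264, 0.245 and 0.389 with an estimated correlation), and a wider ribosome set had 121 of 300 higher and 5 lower after PHC. Of 14 cell cycle and DNA replication genes 3 rose after P and 4 after PHC, and the median after HC was 0.09 (adjusted p = 0.00146, 0.0207 and 0.719; adjusted p = 0.100 and 0.251 with an estimated correlation for P and PHC), and the list did not pass between PHC and P (adjusted p = 0.406). Among them a minichromosome maintenance gene (GSVIVT00005616001), which opens DNA for replication, had 3.74 after P, 0.16 ± 1.89 after HC and 4.98 ± 0.54 after PHC (SD, n = 3), with a control signal well above background on 1 PHC array. Serine carboxypeptidase-like 45 (GSVIVT00023266001), of protein turnover, had 3.03, 1.84 and 4.76.

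Glycolysis genes rose in part, with 1 of 20 higher after P, 3 after HC, and 8 higher and 4 lower after PHC (adjusted p = 0.00650, 0.0474 and 0.0207; adjusted p = 0.100, 0.258 and 0.251 with an estimated correlation), a list that also matches a 2-phosphoglycerate kinase-related gene. Acyltransferases, a set with the stilbene synthases, had 47 of 73 higher after HC with a median of 3.31 and 37 after PHC with 1.50. Of 16 photosynthesis genes 1 fell after P, 2 fell after HC (median -0.37; adjusted p = 0.0222; adjusted p = 0.258 with an estimated correlation), and 3 rose and 3 fell after PHC, where the median of -0.27 was 0.32 with normexp and median centring. Of 11 auxin genes 2, 3 and 4 rose after P, HC and PHC, with 0 after HC under median centring. Of 11 abscisic acid and dehydration genes 1 fell after P, 2 fell after HC, and 2 rose and 4 fell after PHC, or 2 and 2 under median centring. Of 9 extensins and proline-rich proteins 2 fell after PHC, where the median was 0.01 and the mean -0.34, and 2 rose and 1 fell under median centring. With no rise called after any treatment under the authors' normalization, this list held none of the extensins and proline-rich proteins called higher on the paper's common list. Of 9 pathogenesis-related proteins and chitinases 1 rose after PHC, and 0 when adjusted over the list alone. None of these 4 lists passed camera.

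PHC departed from the sum of P and HC at 807 probes, 406 above it and 401 below. Of 100 draws of other groupings, the real one among them, 13 gave as many, with up to 5684 in another, so chance is not excluded. These groupings mix arrays of treatments that differ, so the draws do not support chance either. Groupings that kept the 3 PHC arrays together gave 5684, 4975 and 4574 where PHC was a subtracted group, and 0 where it kept its own place. Since the contrast subtracts P and HC from PHC, a change or dye effect common to all arrays does not cancel in it. The number was 1375 with a block for the replicate number, 0 without HC replicate 1, P replicate 2, P replicate 3 or PHC replicate 1, 1 without PHC replicate 3, 91 without P replicate 1 and 1637 without HC replicate 2.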
